# Oncogenic BRAF, unrestrained by TGFβ-receptor signalling, drives right-sided colonic tumorigenesis

**DOI:** 10.1038/s41467-021-23717-5

**Published:** 2021-06-08

**Authors:** Joshua D. G. Leach, Nikola Vlahov, Petros Tsantoulis, Rachel A. Ridgway, Dustin J. Flanagan, Kathryn Gilroy, Nathalie Sphyris, Ester G. Vázquez, David F. Vincent, William J. Faller, Michael C. Hodder, Alexander Raven, Sigrid Fey, Arafath K. Najumudeen, Douglas Strathdee, Colin Nixon, Mark Hughes, William Clark, Robin Shaw, S:CORT consortium, Tim Maughan, Manuel Salto-Tellez, Philip Quirke, Viktor Koelzer, Philip Dunne, Andrew Beggs, Peter Campbell, Francesca Buffa, Chris Holmes, Rick Kaplan, Louise Brown, Mark Lawler, Joshua Hordern, Ian Tomlinson, Simon Leedham, Dion Morton, Sander R. van Hooff, David J. Huels, Jan Paul Medema, Simon T. Barry, Margaret C. Frame, Asier Unciti-Broceta, Simon J. Leedham, Gareth J. Inman, Rene Jackstadt, Barry J. Thompson, Andrew D. Campbell, Sabine Tejpar, Owen J. Sansom

**Keywords:** Cancer models, Cancer stem cells

## Abstract

Right-sided (proximal) colorectal cancer (CRC) has a poor prognosis and a distinct mutational profile, characterized by oncogenic *BRAF* mutations and aberrations in mismatch repair and TGFβ signalling. Here, we describe a mouse model of right-sided colon cancer driven by oncogenic BRAF and loss of epithelial TGFβ-receptor signalling. The proximal colonic tumours that develop in this model exhibit a foetal-like progenitor phenotype (*Ly6a/Sca1*^+^) and, importantly, lack expression of *Lgr5* and its associated intestinal stem cell signature. These features are recapitulated in human *BRAF*-mutant, right-sided CRCs and represent fundamental differences between left- and right-sided disease. Microbial-driven inflammation supports the initiation and progression of these tumours with foetal-like characteristics, consistent with their predilection for the microbe-rich right colon and their antibiotic sensitivity. While MAPK-pathway activating mutations drive this foetal-like signature via ERK-dependent activation of the transcriptional coactivator YAP, the same foetal-like transcriptional programs are also initiated by inflammation in a MAPK-independent manner. Importantly, in both contexts, epithelial TGFβ-receptor signalling is instrumental in suppressing the tumorigenic potential of these foetal-like progenitor cells.

## Abstract (web summary)

Right-sided colorectal cancer (rCRC) has a different mutational spectrum to the left-sided counterpart. Here the authors develop a mouse model of rCRC that recapitulates human BRAF-mutant rCRC and show that loss of TGFβ-receptor signalling and inflammation induce the development of colonic tumours with a foetal-like phenotype.

## Introduction

Colorectal cancer (CRC)—a leading cause of cancer-related mortality worldwide—is a heterogeneous group of neoplasms arising from the epithelium lining the large intestine/colon. In recent years, the anatomical location/sidedness of colorectal tumours has emerged as an important determinant of disease progression, response to systemic therapy, and clinical outcome. Indeed, colorectal tumours that arise proximal (right) or distal (left) to the splenic flexure manifest profound differences in epidemiology, histopathogenesis, and molecular landscapes^1–3^.

Left-sided CRCs develop from benign adenomas through the conventional adenoma-carcinoma pathway typically entailing aberrant activation of Wnt signalling, most prominently via biallelic inactivation of the tumour suppressor *APC*, or activating mutations in *CTNNB1*, both of which result in the stabilization and nuclear translocation of β-catenin. Progression of premalignant tubular, villous, or tubulovillous adenomas to adenocarcinoma is underpinned by accumulation of mutations in oncogenes and tumour suppressor genes, such as *KRAS*, *PIK3CA*, *TP53*, and *SMAD4*, as well as chromosomal instability^4,5^. Right-sided CRCs (rCRCs) are thought to arise through an alternative serrated neoplasia pathway so-called because the precursor lesions—namely, hyperplastic polyps, sessile serrated adenomas/lesions (SSAs), and traditional serrated adenomas (TSAs)—are distinguished by a distinctive saw-tooth crypt morphology caused by marked infolding of the upper crypt epithelium^6–8^. SSAs, in particular, carry a significant risk for malignant progression^6–8^. In addition to the saw-tooth crypt architecture seen in longitudinal sections, right-sided tumours often exhibit other common histopathological features, including a flat/sessile morphology, and a mucinous histology, as well as a propensity towards aggressive local invasion with peritoneal metastases/carcinomatosis^9–13^. rCRCs carry a worse prognosis than their left-sided counterparts and are characterised by microsatellite instability (MSI) and aberrations in MAPK, TGFβ, and mismatch repair pathways^9–11^.

Oncogenic mutation of *BRAF*, resulting in a valine-to-glutamate substitution at residue 600 of the BRAF serine-threonine kinase (BRAF^V600E^), has been identified as a key initiating event in a sizeable subset of serrated premalignant lesions and rCRCs^14,15^. Independent of upstream RAS signalling, the BRAF^V600E^ oncoprotein causes constitutive activation of the MAPK (RAS-RAF-MEK-ERK) signalling cascade, which plays key roles in cell survival, proliferation, differentiation, senescence, and apoptosis. Previous attempts to model rCRCs, utilising *Braf*^*V600E*^ alone, resulted primarily in small intestinal tumours displaying Wnt-pathway activation^16–18^. However, these findings are discordant with data from patients harbouring *BRAF*^*V600E*^right-sided colonic tumours that notably lack nuclear β-catenin positivity^19^. In respect of this apparent lack of Wnt-pathway activation, recent literature has implicated the Hippo-pathway effectors YAP/TAZ in the reprogramming and mobilization of foetal-like, *Lgr5*^−^ epithelial populations during the early stages of colitis-associated regeneration^20^. In this context, *Lgr5*^+^ intestinal stem cell (ISC) signatures are suppressed with a concomitant increase in the expression of foetal intestinal markers, such as *Ly6a*/*Sca1* and *Anxa1*, amongst others^21,22^. Similarly, YAP/TAZ signalling drives the transient foetal reprogramming that occurs during irradiation-induced regeneration, underpinned by suppression of *Lgr5*^+^ ISCs and attenuation of Wnt signalling^23^. Finally, this YAP/TAZ regenerative signalling has also been linked to the progression of APC-deficient foci to adenomas in the murine small intestine^23^. As chronic inflammation, and tissue injury and repair are associated with an elevated risk of CRC, it remains to be seen whether this YAP/TAZ-dependent, foetal-like, *Lgr5*^−^ regenerative state plays a role in the development of right-sided colonic tumours lacking Wnt-pathway aberrations.

To date, the lack of tractable tumour models that faithfully recapitulate the topography and molecular landscapes of oncogenic BRAF-driven rCRCs has hampered efforts to decipher the underlying molecular mechanisms and develop targeted therapeutics. Here, we describe a human-like mouse model of right-sided colon cancer driven by oncogenic BRAF and loss of epithelial TGFβ-receptor signalling that develops proximal colonic tumours with a foetal-like progenitor phenotype (*Ly6a/Sca1*^+^) and, importantly, lack expression of *Lgr5* and its associated intestinal stem cell signature. We further ascribe a role for microbial-driven inflammation in the initiation of these tumours, consistent with the long-held contention that intestinal microbiota are a key factor in CRC development and the pathogenesis of right-sided disease in particular^24,25^. Finally, whether induced directly by oncogenic BRAF or by inflammation, we show that the tumorigenic potential of these foetal-like progenitor populations is fundamentally restrained by epithelial TGFβ signalling.

## Results

### BRAF^V600E^ and TGFβ-receptor loss drive Wnt-low tumours in the right colon

Given the strong association of rCRCs with mutations in *BRAF*, defects in TGFβ-receptor signalling, and epigenetic silencing of the mismatch repair gene *MLH1*^2^, we targeted these mutations to the murine intestinal tract. We used the tamoxifen-inducible intestinal epithelial cell-specific VillinCre^ER^ transgene to conditionally activate the *Braf*^*LSL-V600E*^ knock-in allele, or to delete the floxed alleles of the genes encoding the TGFβ-receptor TGFBR1/ALK5 or the mismatch repair protein MLH1 (*Tgfbr1/Alk5*^*fl/fl*^ or *Mlh1*^*fl/fl*^, respectively)^26–28^. VillinCre^ER^; *Alk5*^*fl/fl*^ mice (designated A) did not develop tumours as a result of the indicated induction regime (3 mg on one occasion), while a further cohort of 20 mice subject to a more stringent regime (3 mg, 2 mg on consecutive days) did not develop tumours by 475 days (Fig. 1a). In addition, VillinCre^ER^; *Mlh1*^*fl/fl*^ and VillinCre^ER^; *Braf*^*LSL-V600E/+*^ (designated B) mice developed tumours predominantly in the small intestine (Fig. 1a, Supplementary Fig. 1a, b).

**Fig. 1:**
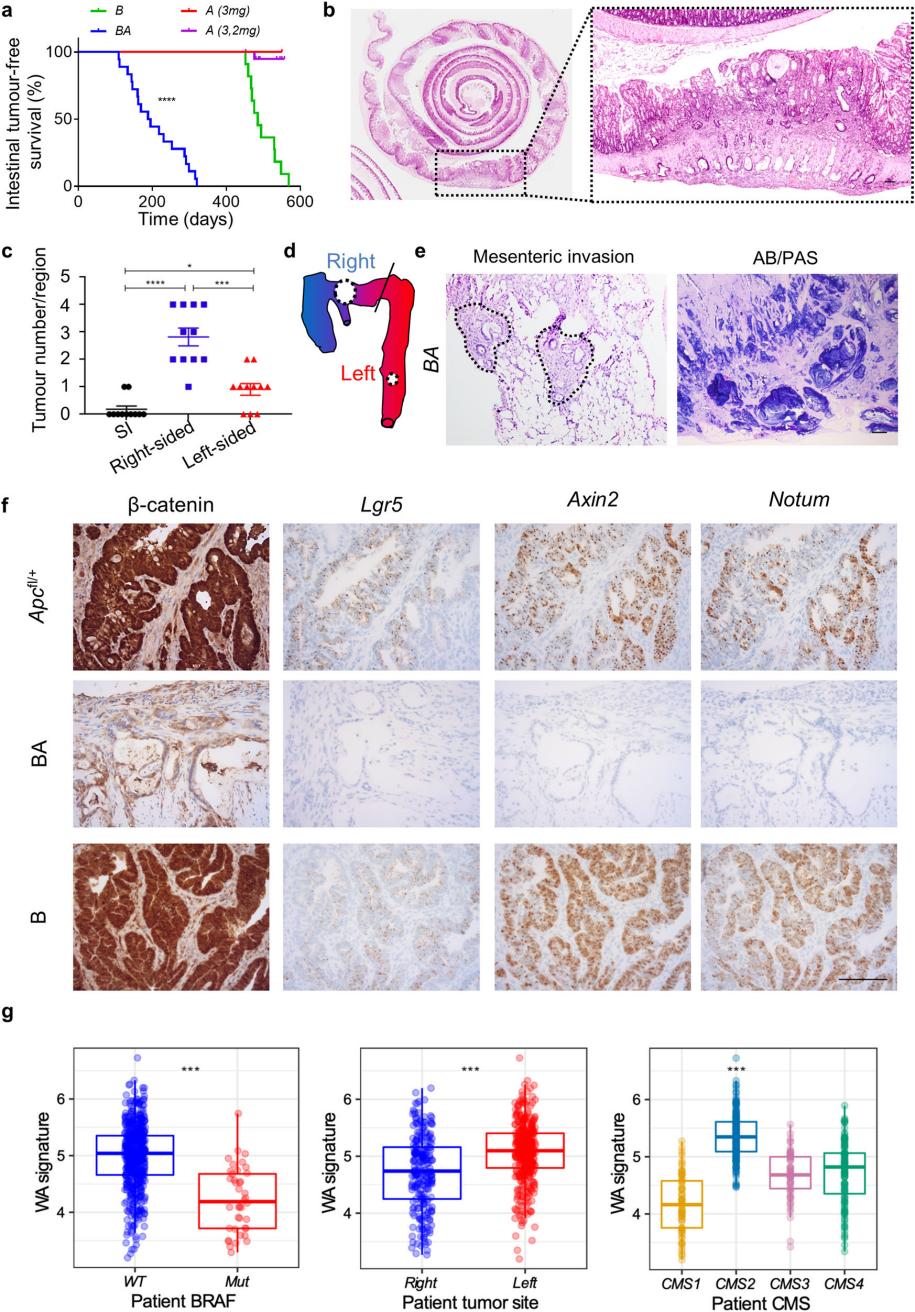
Epithelial-specific *Braf*^*V600E*^ mutation combines with loss of TGFβ-receptor signalling to drive right-sided tumorigenesis without Wnt-pathway activation. **a** Kaplan–Meier survival curves highlighting intestinal tumour-free survival (days after induction) of VillinCre^ER^; *Braf*^*V600E/+*^ (B; *n* = 11; 3 mg tamoxifen induction), VillinCre^ER^; *Alk5*^*fl/fl*^ *(*A; *n* = 3; 3 mg tamoxifen induction), and VillinCre^ER^; *Braf*^*V600E/+*^; *Alk5*^*fl/fl*^ (BA; *n* = 18; 2 mg tamoxifen induction) mice. A mice were censored at 550 days post induction (indicated by tick marks on the Kaplan–Meier curve). (****p = 1.835e−7 for comparison of B vs BA; Mantel-Cox log-rank test, two-tailed). **b** Representative H&E staining of BA mouse colon (*n* = 8) (Swiss-roll). Right, higher magnification of dashed area in left panel, highlighting the proximal (right-sided) colonic location of adenocarcinomas. Scale bar, 500 μm. **c** Intestinal tumour location scoring in BA mice (*n* = 11 mice). Mean ± s.e.m. (*p = 0.0194, ***p = 0.0003, ****p = 8.5e−6; Mann–Whitney *U*-test, two-tailed). **d** Schematic representing the tumour distribution in the intestinal tract of BA mice, with circle size proportional to the regional tumour number scored in (**c**). Blue, caecum, and proximal colon; Red, left colon (descending) to rectum; Diagonal line, splenic flexure. **e** Representative images of mesenteric invasion, with tumour epithelium highlighted with a dotted outline (H&E; left panel), and mucin staining (Alcian Blue/PAS; right panel) in primary tumour sections from BA mice (*n* = 5). Scale bar, 500 μm. **f** Representative tumour sections, from VillinCre^ER^; *Apc*^*fl/+*^, B, and BA mice (*n* = 5 mice per group), stained for β-catenin (immunohistochemistry) and the Wnt-pathway activation markers *Lgr5*, *Axin2*, and *Notum* (ISH). Scale bar, 100 μm. **g** Boxplots of the Wnt activation (WA) signature in WT vs *BRAF*-mutant CRCs from patients, right- vs left-sided CRCs, and across CMS subtypes. Median is shown with boxes which extend from the 25th to the 75th percentile and whiskers which extend an additional 1.5× the interquartile range. Left panel *n* = 579, middle *n* = 604 and right *n* = 467 independent samples (Left and middle panels: ***p < 0.001, *T*-test, two-tailed; Right panel: ***p < 2e−16, *T*-test, two tailed).

We reasoned that TGFβ-receptor inactivation in human cancer—occurring as a result of defective mismatch repair (due to a microsatellite sequence in *TGFBR2*, missing from the mouse genome)^29^—might synergise with mutant BRAF to initiate right-sided colonic tumours. Indeed, VillinCre^ER^; *Braf*^*LSL-V600E/+*^; *Alk5*^*fl/fl*^ (designated BA) mice developed tumours rapidly compared with B mice, with median survival times of 192 and 485 days, respectively (Fig. 1a). Crucially, BA mice developed adenocarcinomas predominantly in the proximal colon, which is equivalent to the right colon in humans (Fig. 1b–d). Further recapitulating rCRC, BA tumours exhibited a flat/sessile morphology, mucinous differentiation, and a pronounced ability to invade the mesentery (Fig. 1b, e).

To ensure that the preferential right-sidedness of tumours in BA mice was not due to a regional variation in recombination efficiency along the length of the intestinal tract, we scored tdTomato-reporter expression in VillinCre^ER^; *Rosa26*^*LSL-tdTomato/+*^ mice following varying doses of tamoxifen. Indeed, at doses of 80 mg/kg, whilst emergent tumours were right-sided, the recombination efficiency was at its lowest in the colon and caecum compared with the small intestine, highlighting that the preferential right-sidedness of tumours in this model is a result of the specific genetic context (Supplementary Fig. 1c).

TGFβ growth-inhibitory signals are transduced through a hetero-tetrameric receptor complex comprised of TGFBR1/ALK5 and TGFBR2 homodimers. Given that mutations in *TGFBR2* are more common than in *TGFBR1* in human tumours^30^, we also generated VillinCre^ER^; *Braf*^*V600E/+*^; *Tgfbr2*^*fl/fl*^ mice^31^. These mice also developed primarily proximal colonic adenocarcinomas directly recapitulating the BA model (Supplementary Fig. 1d). Importantly, this shared phenotype between BA and VillinCre^ER^; *Braf*^*V600E/+*^; *Tgfbr2*^*fl/fl*^ mice ruled out the involvement of non-canonical receptor-specific TGFβ signalling in the suppression of right-sided tumorigenesis.

We next sought to determine whether BA tumours exhibited Wnt-pathway activation. 

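RNA of whole tissue was sequenced with paired reads from endpoint BA tumours (n = 4 mice), the proximal colon of WT mice (n = 3), Apcfl/+ tumours of the small intestine (n = 5) and the small intestine of WT mice (n = 3). The authors trimmed the reads, aligned them to GRCm38 with HISAT2, counted them on genes with FeatureCounts and deposited these raw counts without normalisation. Between 12021486 and 24622598 reads per BA tumour were counted on genes, with a median of 18801323. Totals ran from 18353345 to 29106913 (median 21584977) in WT proximal colon, from 18356939 to 27927548 (median 21715982) in Apcfl/+ tumours and from 18385775 to 20046460 (median 18675771) in WT small intestine. At the median total, the smallest expression that 3 counts can show was 0.16 CPM (counts scaled to the library total) in BA tumours and 0.139 CPM in WT proximal colon, floors that cover counting error only. From the raw counts, low-count genes were removed with filterByExpr, libraries were scaled by TMM, and the 2 groups of a comparison were fitted alone with the quasi-likelihood test of edgeR, which is two-sided, with p-values adjusted by the Benjamini-Hochberg method over the genes tested. Expression of a gene list in a mouse was scored as the mean over its genes of log2 CPM with a prior count of 2, and scores were compared between groups with exact two-sided permutation tests. A pre-ranked enrichment test with 10000 gene permutations gave a normalised enrichment score (NES), whose p does not measure the spread between mice. CPM of single libraries also use TMM factors, taken over all 53 libraries. Tgfbr1, the gene deleted in A and BA mice, was at 94.1, 87.6, 133 and 172 CPM in BA tumours 1 to 4 and at 51.9, 50.4 and 56.3 CPM in WT proximal colon. Braf was at 37.4 to 50.5 CPM in BA tumours and 32.5 to 36.5 CPM in WT proximal colon. Apc was at 161, 156, 143, 146 and 167 CPM in Apcfl/+ tumours 1 to 5 and at 182, 174 and 190 CPM in WT small intestine. These counts sum all transcripts of a gene over whole tissue and do not separate recombined from intact ones, so they neither check nor rule out the genotypes, and groups are named by their labels. Ddx3y, on the Y chromosome, was over 10 CPM in 3 of the 4 BA tumours, 0 of the 3 WT proximal colons, 1 of the 5 Apcfl/+ tumours and 3 of the 3 WT small intestines.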

Unlike APC-deficient (VillinCre^ER^; *Apc*^*fl/+*^) or B tumours, BA tumours did not show nuclear β-catenin accumulation (Fig. 1f). Furthermore, we detected diminished expression of select Wnt-target genes (*Lgr5*, *Axin2*, and *Notum*) and our previously reported Wnt-target gene signature^32^, confirming that these right-sided colonic tumours lack Wnt-pathway activation (Fig. 1f, Supplementary Fig. 2). 

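Lgr5 (ENSMUSG00000020140), on chromosome 10 of GRCm38 from 115450311 to 115587780, was at 4.74 ± 1.34 normalised CPM (SD, n = 4) in BA tumours and 6.51 ± 2.67 (SD, n = 3) in WT proximal colon, a log2 fold change of -0.46 (standard error 0.36, adjusted p = 0.45). Axin2 (ENSMUSG00000000142), on chromosome 11 from 108920349 to 108950783, was at 23.7 ± 10.0 and 29.8 ± 2.77 normalised CPM, a log2 fold change of -0.34 (standard error 0.29, adjusted p = 0.495). Notum (ENSMUSG00000042988), on chromosome 11 from 120653788 to 120661175, was at 0.698 ± 0.404 and 0.347 ± 0.153 normalised CPM, a log2 fold change of 0.88 (standard error 0.58, adjusted p = 0.361). For all 3 genes the ranges of the tumours and of WT tissue overlapped, so none of these differences held up against the spread between mice. With each library left out in turn, the log2 fold change stayed between -0.64 and -0.09 for Lgr5 and between -0.69 and -0.21 for Axin2, which reached an adjusted p under 0.05 in the fit without tumour 2 alone. In Apcfl/+ tumours relative to WT small intestine, the log2 fold changes were 2.41 for Lgr5 (adjusted p = 0.000296), 1.64 for Axin2 (adjusted p = 0.00163) and 8.77 for Notum (adjusted p = 3.6e-06), each with no overlap between tumours and WT.

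The genes of the Wnt-target heatmap in Supplementary Fig. 2 were taken as a list before the data were examined, and 110 had enough counts to be tested in BA tumours. Of these, 18 were higher and 7 lower than in WT proximal colon at an adjusted p under 0.05, or 25 and 9 with the adjustment over the list alone. The list score was 4.59 ± 0.17 (SD, n = 4) in BA tumours and 4.38 ± 0.21 (SD, n = 3) in WT, a difference of 0.21 (exact permutation p = 0.286, where 4 mice against 3 allow no p below 0.0571), and the NES was 1.60 (gene permutation p = 0.00371). Taking the median over genes in place of the mean moved this difference the most, to 0.39 (exact permutation p = 0.0571). Etv4 and Tnni1 had the largest increase and decrease of the list, with log2 fold changes of 3.31 and -4.58, and Ascl2 had a log2 fold change of -2.60 (adjusted p = 0.00917) with no overlap. In Apcfl/+ tumours 81 of 113 tested genes of the list were higher and 9 lower, or 82 and 9 over the list alone, the score rose by 1.18 (exact permutation p = 0.0357, the smallest that 5 mice against 3 allow) and the NES was 3.02. Permuting genotype labels within each tissue, the rise was 0.98 smaller in BA than in Apcfl/+ tumours (p = 0.0316 over 1960 arrangements), with p = 0.116 after adjustment over the 10 such differences tested. Standardised per gene over the 4 groups, as in that heatmap, the mean Z-score of the list was -0.18 ± 0.15 (SD) in BA tumours, 0.63 ± 0.18 in Apcfl/+ tumours, -0.24 ± 0.25 in WT proximal colon and -0.56 ± 0.17 in WT small intestine. From absent nuclear β-catenin and diminished Wnt-target expression, by ISH and by signature, the paper concludes that these tumours lack Wnt-pathway activation. The β-catenin staining and ISH of Fig. 1f compare BA with Apcfl/+ and B tumours and are not analysed here.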

Using RNA-sequencing (RNA-seq) data from VillinCre^ER^; *Apc*^*fl/fl*^ intestinal tissues, harvested on day 4 post induction, we next derived a Wnt activation (WA) signature (Supplementary Fig. 3a), filtered to retain only epithelial genes that cluster close to *AXIN2* (a prominent transcriptional target of β-catenin-dependent Wnt signalling) in bulk human gene expression data^33–35^. 

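Small intestine of Apcfl/fl mice (n = 10) and of WT mice (n = 6) was profiled by RNA-seq on day 4, and the counts were made and processed in the same way as for the tumours. Totals in Apcfl/fl mice ran from 516985 to 32824795 reads on genes (median 17184408), where replicate 1 held the smallest total of all 53 libraries, and from 13550610 to 28809523 (median 19152332) in WT mice. Apc was at 135, 137, 124, 123, 119, 135, 154, 36.9, 124 and 132 CPM in Apcfl/fl mice 1 to 10 and at 109, 113, 112, 91.2, 63.2 and 67.8 CPM in WT mice 1 to 6, a log2 fold change of 0.37 (standard error 0.20, adjusted p = 0.125), in counts that include the reads of the truncated transcript. Of 17536 genes tested, 4816 were higher and 4688 lower in Apcfl/fl mice at an adjusted p under 0.05, and 3119 of all genes tested did not overlap between the groups, where chance gives 0.025% of them. Leaving out Apcfl/fl replicate 8 moved this count of 9504 the most, to 10964. Gm13394, a processed copy of Gapdh whose reads differ between libraries, was over 10 CPM in 6 of the 10 Apcfl/fl and 3 of the 6 WT mice.

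At the thresholds in the paper's methods, an absolute log2 fold change over 2 and an unadjusted p under 1e-05, 341 genes passed, and an adjusted p under 0.05 at the same fold change moved this count the most, to 560. The paper's filters on epithelial genes and on human data were not applied. All 8 genes that make up the WA signature passed and were higher in Apcfl/fl mice, as the paper chose them from this comparison by these thresholds, and their score below follows from that choice too. The largest change was that of Macc1 (ENSMUSG00000041886), on chromosome 12 of GRCm38 from 119314270 to 119469987, at 11.2 ± 5.39 normalised CPM (SD, n = 10) against 1.02 ± 0.791 (SD, n = 6), a log2 fold change of 3.57 (standard error 0.48, adjusted p = 1.3e-05). Rassf10 (ENSMUSG00000098132) changed least among the 8, from 0.766 ± 0.385 to 3.11 ± 1.06 normalised CPM, a log2 fold change of 2.04 (standard error 0.33, adjusted p = 6.5e-05). Krt23, Fgfr4, Rps6ka6, Prox1, Ascl2 and Axin2 had log2 fold changes of 3.32, 2.25, 2.34, 2.25, 2.41 and 2.14, and the groups overlapped for Macc1 and Fgfr4 alone. The score of the 8 genes was 4.68 ± 0.33 in Apcfl/fl and 2.20 ± 0.46 in WT mice, a difference of 2.48 (permutation test with 100000 resamples, p = 0.00022).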

Importantly, this signature was significantly downregulated in patient tumours with *BRAF*-mutant status compared with *BRAF* wild-type counterparts, right-sided vs left-sided location, and the CRC consensus molecular subtype (CMS) 1 (enriched for MSI and inflammatory/immune gene expression) vs CMS2 (enriched for genes associated with canonical Wnt signalling; Fig. 1g)^36^. Collectively, these findings demonstrate that although BRAF activation alone is not sufficient to drive tumour formation in the right colon, concurrent loss of epithelial TGFβ-receptor signalling cooperates in the genesis of proximal colonic tumours with histological features of human rCRCs and attenuated Wnt/β-catenin signalling.

### BA tumours exhibit foetal-like differentiation from early initiation

Due to the notable absence of *Lgr5*^+^ cells in BA tumours, we next ascertained whether these tumours recapitulated the *Lgr5*-independent, foetal spheroid signature^21^ associated with the regenerative response that ensues following ionizing radiation or dextran sulphate sodium salt (DSS) treatment^20,23^. RNA-seq and gene set enrichment analysis (GSEA) revealed a strong association of BA tumours with this foetal-like signature compared with VillinCre^ER^ (WT) controls (Fig. 2a–c, Supplementary Table 1). 

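Of 19188 genes tested, 1431 were higher and 1096 lower in BA tumours than in WT proximal colon at an adjusted p under 0.05, 2527 in all. Among the alternatives set in advance, leaving out WT proximal colon replicate 1 moved this count the most, to 696 genes. Ddx3y was over 10 CPM in 3 of the 4 tumours and 0 of the 3 WT mice, so these counts do not fully separate genotype from sex. Of all genes tested, 5199 did not overlap between the groups, where chance gives 5.71% of them. The 3 genes with the largest increase were Prss22 (ENSMUSG00000045027), at 43.4 ± 31.0 normalised CPM (SD, n = 4) and 0.056 ± 0.00913 (SD, n = 3), Arhgap40 (ENSMUSG00000074625), at 19.0 ± 8.42 and 0.0309 ± 0.0536, and Ly6g (ENSMUSG00000022582), at 271 ± 126 and 0.509 ± 0.124. Car3, Gal3st2c and S100g had the largest decreases, with log2 fold changes of -6.97, -6.97 and -6.56. Gal3st2c shares 13.2% of its 36-base words with other genes, most with Gal3st2b. Its level varied widely in WT, at 142 ± 236 normalised CPM (SD, n = 3). With each library left out in turn, its log2 fold change ran from -7.89 to -2.29, and it was called in 4 of 7 fits.

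The paper's full foetal spheroid set is not used here, and the 11 foetal genes of its heatmaps stand in for it. The legend of Fig. 2b describes them as selected among foetal genes that differ between these tumours and WT tissue, so that choice largely fixes beforehand how this list changes in the same libraries. Of these, 9 were higher and 0 lower at an adjusted p under 0.05, or 10 and 0 with the adjustment over the list alone. Anxa8, Ly6d, Anxa3, Krt7 and Anxa5 had log2 fold changes of 3.63, 2.96, 2.23, 1.72 and 1.04 (adjusted p = 0.000252, 0.00127, 0.00675, 0.0275 and 0.0417), and with each of the 7 libraries left out in turn Krt7 was called in 3 fits and Anxa5 in 2. Ly6c1 had a log2 fold change of 2.85 (adjusted p = 0.0282), was called in 4 of these 7 fits and shares 42.9% of its words with other genes, most with Ly6c2. Anxa6 was not called, with a log2 fold change of -0.38 (adjusted p = 0.368), nor was Ly6e at 0.81 (adjusted p = 0.0848). The foetal score was 6.72 ± 0.60 (SD, n = 4) in BA tumours and 4.62 ± 0.22 (SD, n = 3) in WT, a difference of 2.10 with every tumour above every WT mouse (exact permutation p = 0.0571, the smallest the design allows). Taking the median over the genes moved this difference the most, to 1.44. The NES was 2.13 (gene permutation p = 0.000184), and a test without weights moved it the most, to 3.25. Standardised per gene over the 7 libraries, the heatmap genes of Fig. 2b had a mean Z-score of 0.55 ± 0.54 in BA tumours and -0.73 ± 0.11 in WT proximal colon. Scores of stromal and immune markers were 1.08 and 1.79 higher in BA tumours (exact permutation p = 0.0571 for each). That of epithelial markers differed by 0.09 (exact permutation p = 0.629). Whether stromal or immune cells account for part of the foetal rise was not tested here. The qRT-PCR of Fig. 2c is not analysed here. From the enrichment of the foetal-like signature, the paper concludes that BA tumours are strongly associated with it.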

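Ly6a (ENSMUSG00000075602), on chromosome 15 of GRCm38 from 74994877 to 74998031, was at 508 ± 283 normalised CPM (SD, n = 4) in BA tumours and 63.5 ± 10.1 (SD, n = 3) in WT proximal colon, a log2 fold change of 3.00 (standard error 0.48, adjusted p = 0.00603). Ly6a shares 28.8% of its 36-base words with other genes, most with Ly6c1, so its counts depend on how reads that fit both were assigned. Anxa1 (ENSMUSG00000024659), on chromosome 19 from 20373428 to 20390944, was at 702 ± 288 and 98.2 ± 39.1 normalised CPM, a log2 fold change of 2.84 (standard error 0.47, adjusted p = 0.0067), and overlaps 1500015L24Rik on the other strand. In both genes every tumour was above every WT mouse, and the log2 fold change stayed between 2.57 and 3.27 for Ly6a and between 2.59 and 3.18 for Anxa1 with each library left out in turn.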

Of note, these foetal markers included *Ly6a* and *Anxa1*, two genes highly expressed during DSS-induced regeneration^20^. We also found enrichment for genes associated with an inflammatory response within BA tumours (Fig. 2a, right panel)^37^. 

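The Hallmark set is not used here, and a list of 26 inflammatory genes, drawn up in advance, stands in for it. Of 25 genes with enough counts, 16 were higher and 0 lower in BA tumours at an adjusted p under 0.05, or 20 and 0 with the adjustment over the list alone. Il1b (ENSMUSG00000027398), on chromosome 2 of GRCm38 from 129364570 to 129371139, was at 19.6 ± 7.41 normalised CPM (SD, n = 4) in BA tumours and 1.77 ± 0.161 (SD, n = 3) in WT proximal colon, a log2 fold change of 3.46 (standard error 0.35, adjusted p = 0.00112). Cxcl1 (ENSMUSG00000029380) was at 9.32 ± 12.2 and 0.235 ± 0.0529 normalised CPM, a log2 fold change of 5.23 (standard error 1.12, adjusted p = 0.0175). Cxcl2 (ENSMUSG00000058427), the gene of the list with the largest increase, was at 8.32 ± 9.97 normalised CPM in BA tumours and 0.0572 ± 0.0729 in WT, which is under the floor. The list score was 3.01 ± 1.11 in BA tumours and 0.42 ± 0.14 in WT, a difference of 2.59 with no overlap (exact permutation p = 0.0571), and leaving out BA tumour replicate 2 moved it the most, to 2.07. The NES was 2.39 (gene permutation p = 0.000173). The tumour scores ran from 1.99 to 4.60, a wider range than the 0.27 to 0.51 of WT mice.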

Given that a number of foetal markers may be expressed by stromal cells, particularly the immune infiltrate, we confirmed epithelial cell-specific expression of select foetal markers (*Ly6a* and *Anxa1*) via in situ hybridization (ISH) (Fig. 2d). Interestingly, cytokeratin 7—a keratin not normally expressed in adult intestinal epithelium, but a component of the foetal gene program—is strongly expressed in BA colonic tumour epithelium (Supplementary Fig. 1e). Indeed, CK7 has been put forth as an independent marker of the serrated pathway in CRC^38^.

**Fig. 2:**
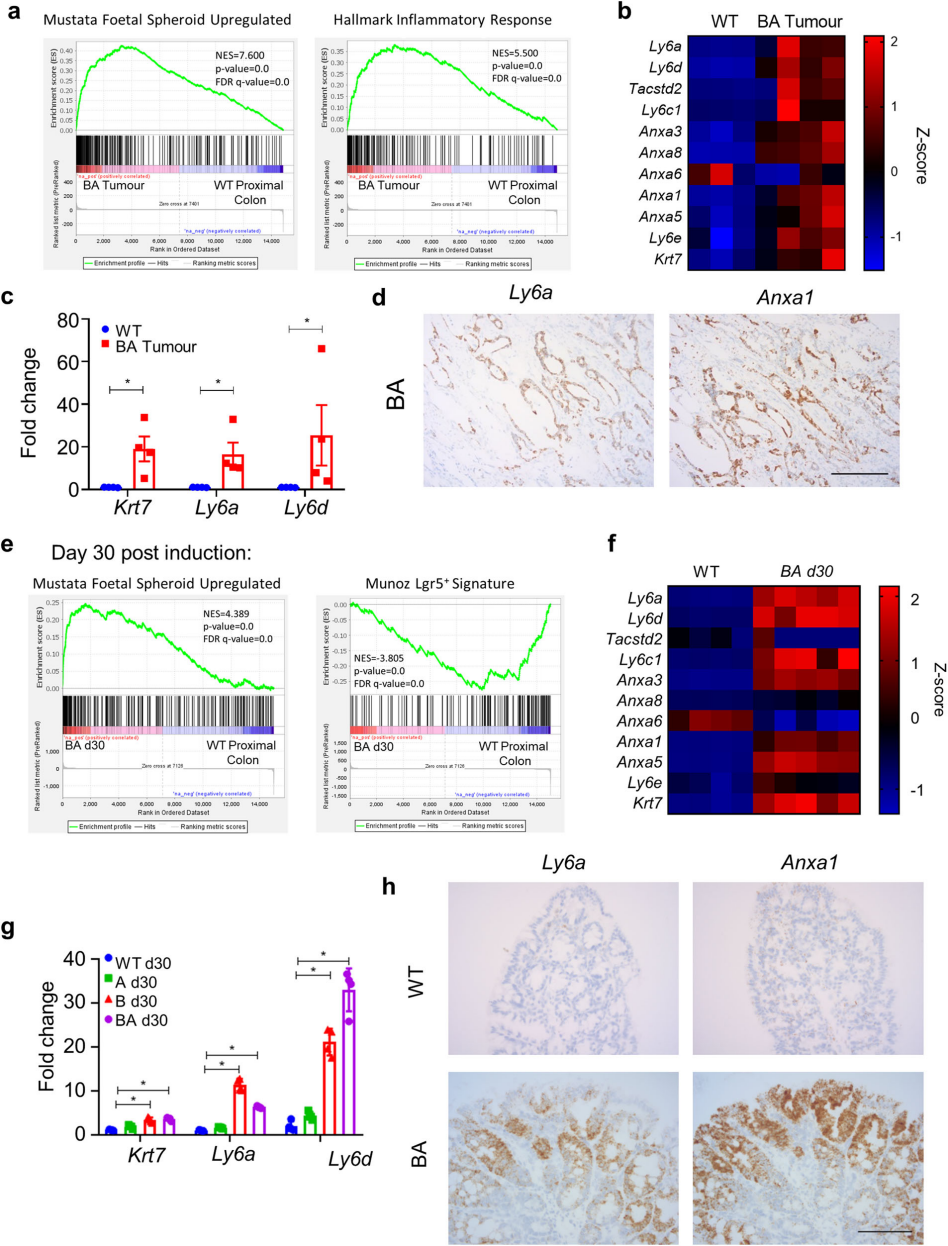
Wnt-low, right-sided tumours express a foetal-like signature, present from early initiation. **a** GSEA plots showing enrichment of foetal spheroid and HALLMARK inflammatory response signatures in endpoint BA colonic tumours (*n* = 4) vs WT proximal colon (*n* = 3). NES normalised enrichment score, FDR false discovery rate. (*p* = 0.0, represents *p* < 0.001 calculated empirically.) **b** Heatmap showing Z-score-transformed relative expression levels of selected foetal signature genes differentially expressed between endpoint BA intestinal tumours (*n* = 4) and WT proximal colonic tissue (*n* = 3). **c** qRT-PCR of indicated foetal markers in BA intestinal tumours vs WT proximal colon (*n* = 4 mice per group). Mean ± s.e.m. (*p = 0.0286, compared with WT; Mann–Whitney *U*-test, two-tailed). **d** Representative ISH of BA intestinal tumour epithelium stained for foetal markers *Ly6a* and *Anxa1* (*n* = 5 mice). Scale bar, 100 μm. **e** GSEA plots showing positive enrichment of the foetal spheroid signature (left panel) and negative enrichment of the *Lgr5*^+^ ISC signature (right panel) in BA proximal colonic tissue vs WT control tissue, 30 days post induction (*n* = 5 per group). NES normalised enrichment score, FDR false discovery rate. (*p* = 0.0, represents *p* < 0.001 calculated empirically.) **f** Heatmap showing Z-score-transformed relative expression levels of selected foetal signature genes in BA proximal colonic tissues (*n* = 5), compared with WT (*n* = 4), 30 days post induction. **g** qRT-PCR of indicated foetal markers in A, B, and BA vs WT proximal colonic tissues, 30 days post induction (*n* = 4 per group). Mean ± s.e.m. (*p = 0.0286, compared with WT; Mann–Whitney *U*-test, two-tailed). **h** Representative ISH of WT and BA proximal colonic tissue, stained for foetal markers *Ly6a* and *Anxa1*, 30 days post induction (*n* = 5 per group). Scale bar, 100 μm.

We next addressed whether the foetal-like gene signature emerges during tumorigenesis or whether it is present early on, from tumour initiation. 

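RNA of whole proximal colon taken 30 days post induction was sequenced from BA mice (n = 5), WT mice (n = 4) and A mice (n = 4), and their reads were counted in the same way as those of the endpoint samples. Totals ran from 13266218 to 18603673 reads on genes in BA mice (median 17348583), from 18411237 to 21249146 in WT mice (median 18702689) and from 14816807 to 17929964 in A mice (median 15655851). At these medians 3 counts correspond to 0.173, 0.16 and 0.192 CPM. The fit, filter and adjustment were those used for the endpoint tumours, with BA and WT libraries alone in the fit. Tgfbr1 was at 50.4, 41.1, 52.1, 57.1 and 53.6 CPM in BA mice 1 to 5, at 66.1, 34.7, 46.6 and 58.4 CPM in WT mice 1 to 4 and at 32.3, 40.2, 59.6 and 44.6 CPM in A mice 1 to 4. Braf was at 33.8 to 39.5 CPM in BA mice, 29.6 to 42.0 CPM in WT mice and 20.7 to 45.8 CPM in A mice. Reads of Gm13394 were over 10 CPM in all 5 BA and all 4 A mice and in 0 of the 4 WT mice. Ddx3y was over 10 CPM in every one of these libraries. Neither the labels nor the paper name a sequencing batch for single libraries.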

For this, we harvested proximal colonic tissue from BA and WT mice, on day 30 (d30) post induction, and used RNA-seq to examine the expression of the same foetal markers at this early timepoint. Indeed, we found a significant enrichment of the foetal-like gene signature, as well as suppression of the *Lgr5*^+^ ISC signature^22^ (Fig. 2e–g, Supplementary Table 1) in d30 BA tissues relative to the WT proximal colon. 

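Of 17471 genes tested, 4516 were higher and 5118 lower in d30 BA tissue than in WT at an adjusted p under 0.05, 9634 in all. Fitting all 5 day-30 groups together moved this count the most, to 7965. Of all genes tested, 7893 did not overlap between the groups, where chance gives 1.59% of them. Ly6g, Prss22 and Gm13394 had the largest increases, with log2 fold changes of 10.77, 8.19 and 8.09, where Gm13394 shares 96.5% of its 36-base words with other genes, most with Gapdh. Slc37a2 and Muc16 had log2 fold changes of -8.40 and -6.62, and S100g fell from 30.7 ± 14.1 normalised CPM in WT (SD, n = 4) to 0.0978 ± 0.109 in BA tissue (SD, n = 5), under the floor.

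Of the foetal genes, 10 had enough counts, and 9 were higher and 1 lower in BA tissue, both over all genes and over the list alone. Ly6a was at 513 ± 50.8 normalised CPM in BA mice and 49.3 ± 6.62 in WT mice, a log2 fold change of 3.38 (standard error 0.11, adjusted p = 1.5e-08), and Anxa1 at 566 ± 77.9 and 49.2 ± 5.63, a log2 fold change of 3.52 (standard error 0.13, adjusted p = 1.5e-08). Ly6d (ENSMUSG00000034634) and Krt7 (ENSMUSG00000023039) rose by 4.70 and 2.49 on the log2 scale (adjusted p = 4.6e-08 and 1.1e-07). Anxa6 was lower, with a log2 fold change of -0.78 (adjusted p = 0.000102), and Ly6e rose by 0.33 (adjusted p = 0.00784, between 0.000609 and 0.13 over the alternatives). The foetal score was 7.33 ± 0.14 in BA mice and 4.74 ± 0.12 in WT mice, a difference of 2.59 (exact permutation p = 0.0159, the smallest that 5 mice against 4 allow), and the median over genes moved it the most, to 2.21. Scores of cell-type markers differed as well, with the epithelial score 0.93 higher and the stromal and muscle scores 0.48 and 1.12 lower in BA tissue (exact permutation p = 0.0159 for each). Whether cell composition or the expression of these markers changed was not tested. Less the epithelial score, the foetal difference was 1.66 (exact permutation p = 0.0159). The NES was 2.22 (gene permutation p = 0.000196). The heatmap genes of Fig. 2f had a mean Z-score of 0.55 ± 0.16 in BA mice and -0.69 ± 0.074 in WT mice.

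The published Lgr5+ ISC set is not used here, and a list of 18 stem cell markers, also drawn up in advance, stands in for it. Of 17 tested, 3 were higher and 10 lower in BA tissue, with the same counts over the list alone. Lgr5 was at 5.33 ± 1.11 normalised CPM in BA mice and 8.81 ± 0.387 in WT mice, a log2 fold change of -0.73 (standard error 0.15, adjusted p = 0.00195), and Axin2 and Ascl2 had log2 fold changes of -0.91 and -1.19 (adjusted p = 2.9e-05 and 0.000486). Tnfrsf19 decreased the most, with a log2 fold change of -1.46, and Prom1 rose by 1.16 (adjusted p = 0.00178 and 3.4e-07). The stem cell score was 4.48 ± 0.13 in BA mice and 4.71 ± 0.15 in WT mice, a difference of -0.23 (exact permutation p = 0.0476). With each library left out in turn, the exact permutation p of this difference ran from 0.0357 to 0.107 and stayed under 0.05 in 1 of 9 fits. With the median over genes in place of the mean, this difference changed direction, to 0.39 (exact permutation p = 0.0159). The NES was -1.28 (gene permutation p = 0.161), and without weights it was -2.01 (p = 0.00477). From the enrichment of the one signature and the suppression of the other, the paper concludes that the foetal-like program is present early in tumorigenesis.

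**Figure D1:**
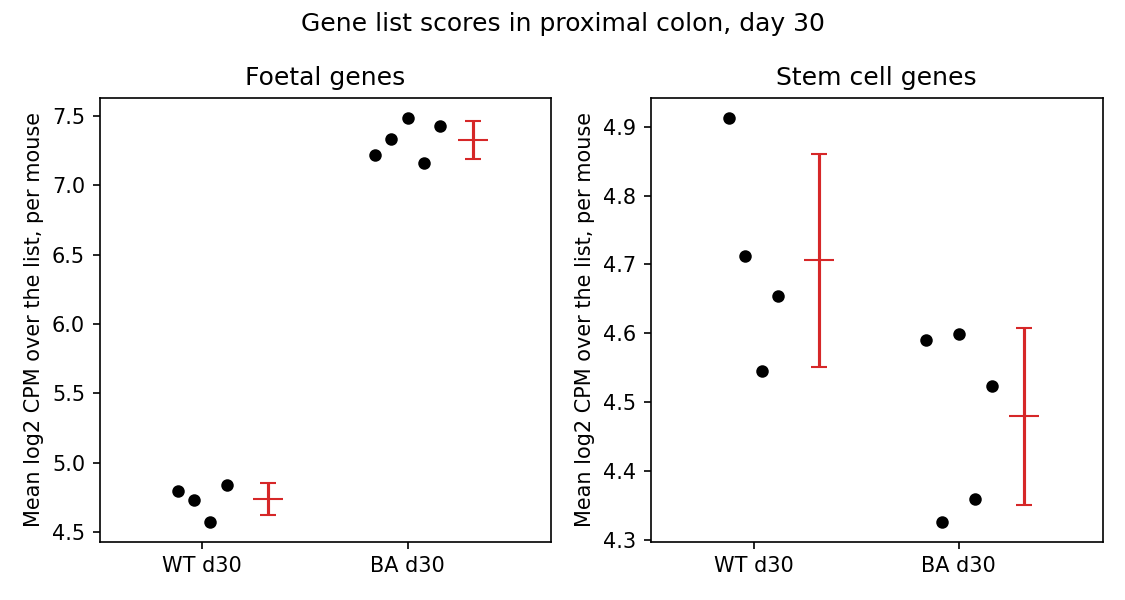
Scores of the foetal and stem cell lists, as mean log2 CPM over the genes of each list (y axis), in proximal colon of WT (n = 4) and BA (n = 5) mice 30 days post induction. Each black point is a mouse and red marks show the mean ± SD. Foetal scores of BA mice lie between 7.16 and 7.48 and those of WT mice between 4.58 and 4.84, while stem cell scores lie between 4.33 and 4.60 in BA mice and between 4.55 and 4.91 in WT mice.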

Again, we confirmed epithelial cell-specific expression of *Ly6a* and *Anxa1* by ISH (Fig. 2h).

Having demonstrated low Wnt-pathway activation in rCRCs and our BA model (Fig. 1f, g, Supplementary Fig. 2), we next generated an analogous epithelial-specific gene signature (designated BA) from our endpoint tumour and d30 BA RNA-seq data (Supplementary Fig. 3b). 

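The thresholds of the paper's methods were applied to endpoint tumours and d30 tissue together, with the set of samples (endpoint or d30) as the batch term and genotype as the term tested. In this fit 336 genes passed, 193 higher and 143 lower in BA tissue. An adjusted p under 0.05 at the same fold change moved this count the most, to 591, which includes all 336, and leaving out the batch term gave 220 genes, 214 of them shared. Of the 336 genes, 302 were tested in both sets alone, and all 302 changed in the same direction in both, which selection in 1 fit over both sets largely fixes beforehand. An adjusted p under 0.05 was reached by 287 of the signature genes at endpoint, by 321 at d30 and by 274 in both. Of the 11 foetal genes, 7 were among the 336. The WA genes selected at the same thresholds shared 46 genes with these 336, of which 5 changed in opposite directions. The epithelial filter of the paper was not applied, so these genes include ones that other cell types express.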

Using this BA signature to interrogate CRC-patient datasets^34,35^, we identified a significant correlation with *BRAF* mutation, right-sidedness, and the CMS1 subtype in CRC-patient tumours (Fig. 3a–c). We also found a significant inverse correlation between our BA and WA signatures and their associated CMS subtypes in patient samples as well as a positive correlation between our BA signature and the foetal spheroid signature of Mustata et al.^21^ (Fig. 3d, Supplementary Fig. 3c). Additionally, we observed a significant association between our BA signature and more advanced primary tumour stage (T3–4), consistent with the locally aggressive behaviour of our BA model (Fig. 3e). Accordingly, our BA signature also correlated with the shorter survival of relapsing patients and showed a trend towards an increased frequency of peritoneal disease upon relapse (Fig. 3f, Supplementary Fig. 3d), consistent with the pattern of metastatic spread in patients with rCRCs^12,13^.

**Fig. 3:**
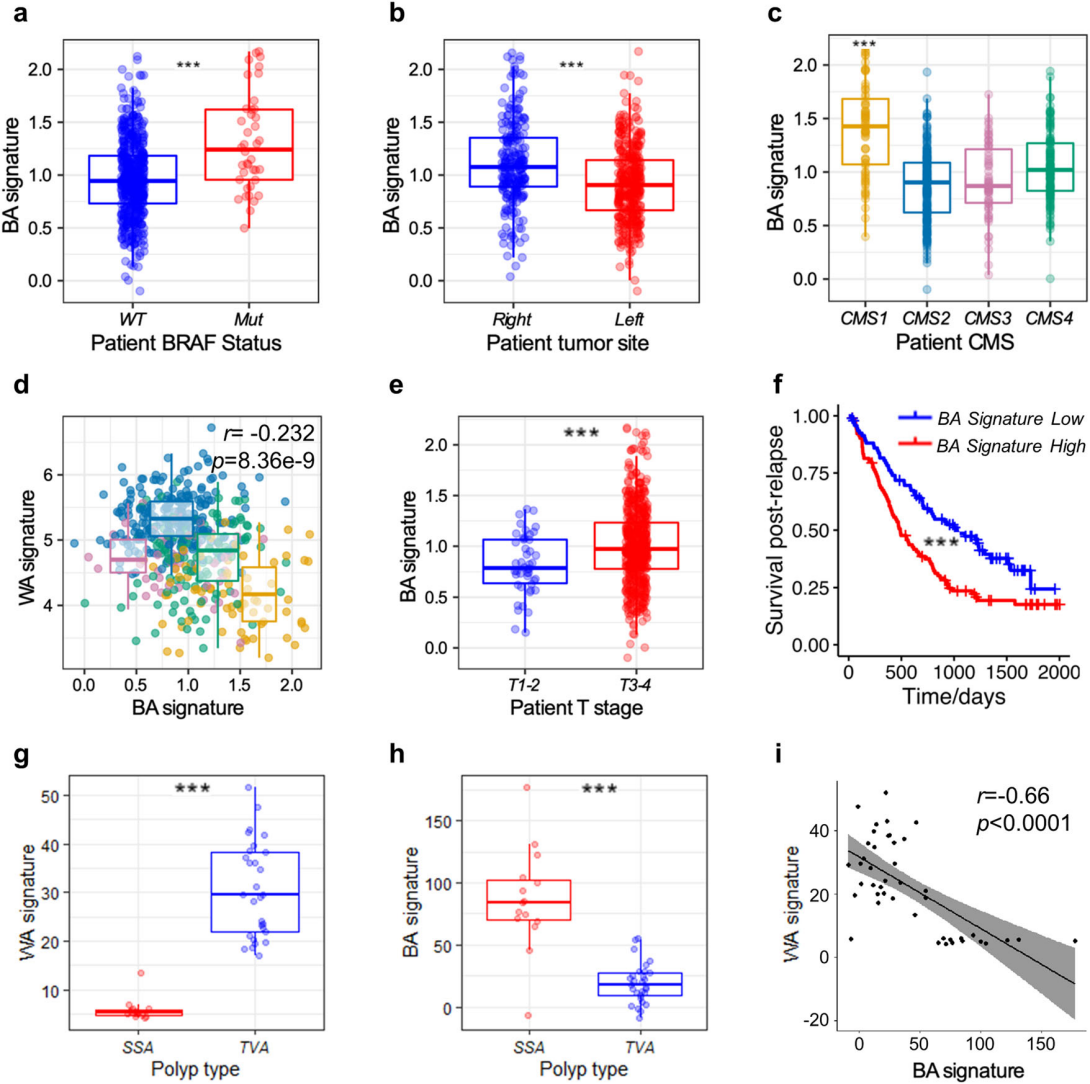
Poor-prognosis *BRAF*-mutant, right-sided patient CRCs are Wnt-low and express the BA signature from inception. **a** Boxplot showing expression of the BA signature in WT vs *BRAF*-mutant CRCs from patients (*n* = 579). Median is shown with boxes, which extend from the 25th to the 75th percentile and whiskers which extend an additional 1.5× the interquartile range (***p = 3.58e−5; T-test, two-tailed). **b** Boxplot showing expression of the BA signature of right- vs left-sided CRCs from patients (*n* = 604). Median is shown with boxes, which extend from the 25th to the 75th percentile and whiskers which extend an additional 1.5× the interquartile range (***p = 1.28e−9; T-test, two-tailed). **c** Boxplot showing expression of the BA signature across CMS subtypes (*n* = 461). Median is shown with boxes, which extend from the 25th to the 75th percentile and whiskers which extend an additional 1.5x the interquartile range (***p = 2.16e−13; T-test, two-tailed). **d** Scatter plot of WA and BA signature values from human tumours showing a negative correlation (Pearson’s *r* = −0.232, *p* = 8.36e−9, two-sided) (*n* = 467). CMS plots are overlain highlighting the differential expression of the signatures between CMS1 and CMS2 subtypes. CMS1 (MSI-high, immune): orange; CMS2 (canonical Wnt signalling): blue; CMS3 (metabolic dysregulation): pink; CMS4 (mesenchymal): green. Median is shown with boxes, which extend from the 25th to the 75th percentile and whiskers which extend an additional 1.5x the interquartile range. **e** Expression of the BA signature is higher in T3–4 human tumours than T1–2 (***p = 0.0002; T-test, two-tailed) (*n* = 604). Median is shown with boxes, which extend from the 25th to the 75th percentile and whiskers which extend an additional 1.5× the interquartile range. **f** Patients with BA signature-high tumours (red), defined as above the median value, have shorter survival after relapse compared with those harbouring BA signature-low tumours (blue) (***p = 0.00016; Wald test, two-tailed) (*n* = 197). **g** Expression of the WA signature is higher in tubulovillous adenomas (TVA) (*n* = 29) than sessile serrated adenomas (SSA) (*n* = 15) (***p = 1.538e−05; T-test, two-tailed). Median is shown with boxes, which extend from the 25th to the 75th percentile and whiskers which extend an additional 1.5× the interquartile range. **h** Expression of the BA signature is higher in sessile serrated adenomas (SSA) than tubulovillous adenomas (TVA) (***p = 1.498e−05; *T*-test, two-tailed). Median is shown with boxes, which extend from the 25th to the 75th percentile and whiskers which extend an additional 1.5× the interquartile range. **i** Higher values of the BA signature are significantly associated with lower expression values of the WA signature in pooled TVA/SSA human precancerous lesions (Pearson’s *r* = −0.66, *p* = 1.11e−06). The regression line is presented with 95% confidence intervals (shaded area).

We also observed a significant enrichment of the BA signature in sessile serrated adenomas/lesions (SSAs) compared with tubulovillous adenomas (TVAs), the precancerous lesions of CRCs associated with mutations in *BRAF* and Wnt-pathway components, respectively (Fig. 3g, h)^39^. Furthermore, we found a striking negative correlation between the WA and BA signatures in these same precancerous lesions implying a fundamental difference in their underlying biology from inception (Fig. 3i)^39^. These data support the notion that cells expressing the foetal-like BA signature are present from the early stages of human right-sided tumorigenesis, in similarity with our findings in the BA model where this signature was present from early tumorigenesis.

### BRAF^V600E^ promotes YAP-dependent foetal-like differentiation

Given the central role of the transcriptional coactivator YAP in foetal reprogramming during injury-induced regeneration^20,23^, we next examined our endpoint tumour and d30 RNA-seq data to determine whether YAP activity is associated with the foetal-like phenotype in our BA model. Utilising the YAP target-gene signature, generated by Gregorieff *et al*., we identified a strong correlation with YAP activation in both the endpoint tumour and d30 BA colonic tissues (Fig. 4a, b, Supplementary Table 1)^23^. 

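The set of Gregorieff et al. is not used here, and a list of 22 YAP targets, drawn up in advance, stands in for it. In endpoint tumours 8 of the 22 were higher and 0 lower than in WT proximal colon at an adjusted p under 0.05, or 12 and 1 over the list alone. The score was 5.45 ± 0.27 (SD, n = 4) in BA tumours and 4.22 ± 0.31 (SD, n = 3) in WT, a difference of 1.23 with no overlap (exact permutation p = 0.0571), and the median over genes moved it the most, to 1.00. The NES was 2.14 (gene permutation p = 0.000176). The stromal and immune scores were also higher in these tumours, by 1.08 and 1.79 (exact permutation p = 0.0571 for each). Whether such cells account for part of the YAP rise at endpoint was not tested. In d30 tissue 5 of 21 tested genes were higher and 7 lower, with the same counts over the list alone. Among them F3 (ENSMUSG00000028128) rose the most, with a log2 fold change of 3.30 (standard error 0.16, adjusted p = 7.7e-08), and Tgfb2 (ENSMUSG00000039239) had a log2 fold change of -1.00 (standard error 0.22, adjusted p = 0.00278). The d30 score was 4.88 ± 0.14 (SD, n = 5) in BA mice and 4.66 ± 0.16 (SD, n = 4) in WT mice, a difference of 0.22 (exact permutation p = 0.0635). With the median over genes this difference changed direction, to -0.18 (exact permutation p = 0.0952). Less the epithelial score, which is higher in d30 BA tissue, it was -0.70 (exact permutation p = 0.0159). The d30 NES was 1.61 (gene permutation p = 0.02), and it was 1.44 (p = 0.0589) with genes ranked by the DESeq2 Wald statistic and 0.933 (p = 0.529) without weights. Permuting genotype labels within each set, the rise at endpoint was 1.00 larger than at d30 (p = 0.0658 over 4410 arrangements, adjusted p = 0.164), so the 2 sets were not shown to differ. From the enrichment in both sets, the paper concludes that YAP activation is strongly correlated with the BA phenotype.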

Top-ranking genes in this YAP signature notably include foetal markers, such as *Ly6a* and *Anxa1*, as well as classic YAP targets such as *Ctgf*^23^.

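Ccn2, the current symbol of Ctgf (ENSMUSG00000019997), lies on chromosome 10 of GRCm38 from 24595442 to 24598683. In endpoint tumours it was at 207 ± 139 normalised CPM (SD, n = 4) against 9.35 ± 0.563 (SD, n = 3) in WT proximal colon, a log2 fold change of 4.47 (standard error 0.54, adjusted p = 0.00239), the largest of the 22 YAP targets. Ccn1 (ENSMUSG00000028195), on chromosome 3 from 145646976 to 145649981, was at 32.7 ± 10.8 and 6.38 ± 0.962 normalised CPM, a log2 fold change of 2.36 (standard error 0.32, adjusted p = 0.00324). Every tumour was above every WT mouse for both genes, in whole tissue, where the cells that express them are not resolved. With each library left out in turn, the log2 fold change stayed between 3.95 and 4.70 for Ccn2 and between 2.21 and 2.55 for Ccn1. In d30 tissue, where 5 of 21 tested YAP targets were higher and 7 lower, Myof rose by 2.13 (adjusted p = 7.7e-08). For Ccn2 and Ccn1 no d30 change is reported here.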

**Fig. 4:**
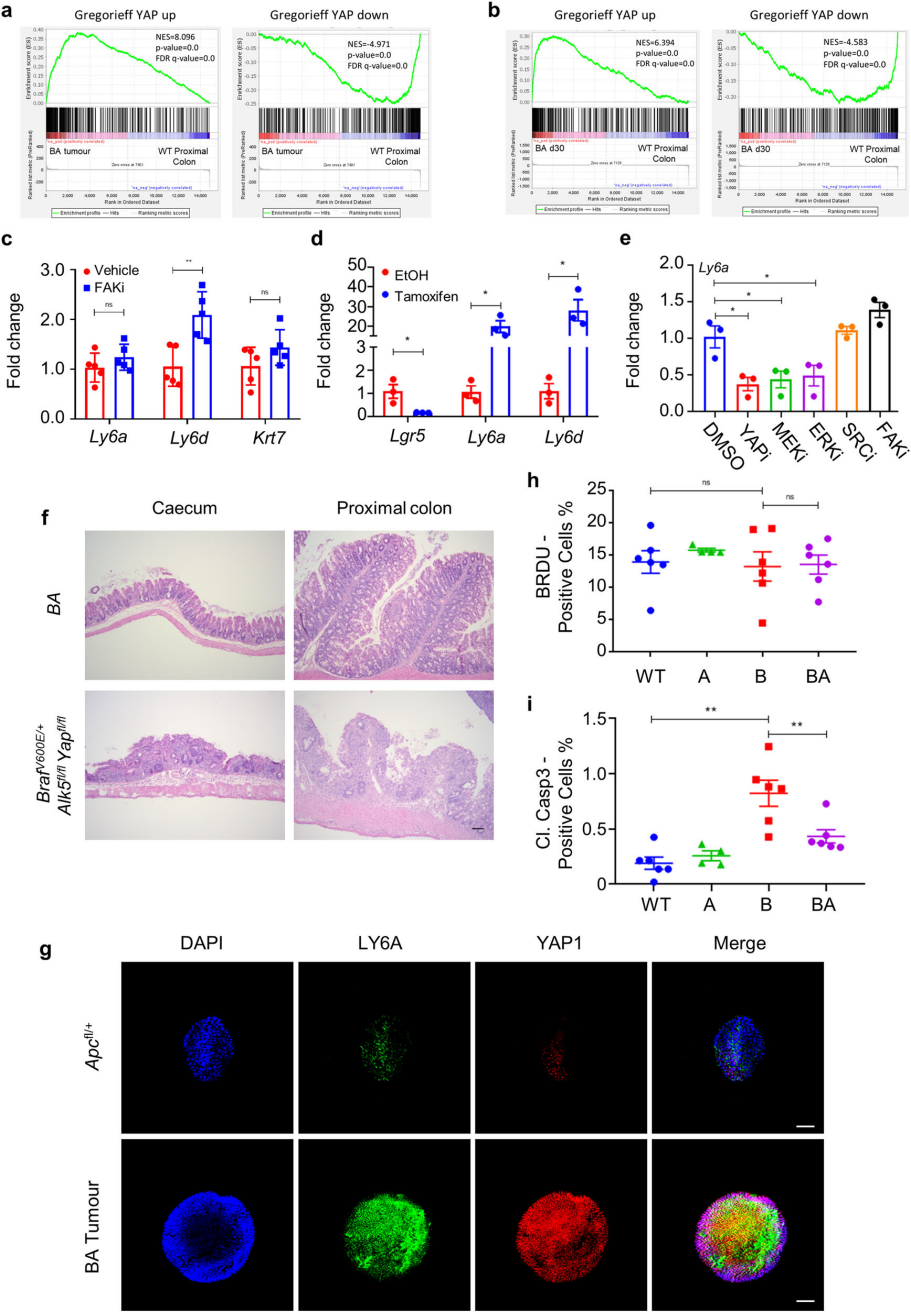
BRAF^V600E^ drives foetal-like differentiation via YAP activation, underpinning cell viability in the proximal colon. **a** GSEA plots showing enrichment of YAP up- and down-regulated gene signatures in endpoint BA tumours (*n* = 4) vs WT proximal colon (*n* = 3). NES normalised enrichment score, FDR false discovery rate. (*p* = 0.0, represents *p* < 0.001 calculated empirically.) **b** GSEA plots showing positive enrichment of YAP up- and down-regulated gene signatures in BA proximal colonic tissue vs WT control tissue, 30 days post induction (*n* = 5 per group). NES normalised enrichment score, FDR false discovery rate. (*p* = 0.0, represents *p* < 0.001 calculated empirically.) **c** qRT-PCR of indicated foetal markers in proximal colonic tissue from vehicle- and FAKi-(VS-4718)-treated BA mice, 30 days post induction (*n* = 5 mice per treatment). Mean ± s.e.m. (ns not significant; **p = 0.0079; Mann–Whitney *U*-test, two-tailed). **d** qRT-PCR of *Lgr5* and indicated foetal markers in BA organoids, induced in vitro with 4-hydroxytamoxifen and sampled 5 days post induction (*n* = 3 organoid lines from 3 separate uninduced BA mice). Fold change is shown relative to uninduced organoids (EtOH-treated). Mean ± s.e.m. (*p = 0.05; Mann–Whitney *U*-test, two-tailed). **e** qRT-PCR of *Ly6a* in BA organoids, induced in vitro with 4-hydroxytamoxifen and sampled 48 h post drug-treatment, 5 days post induction. Drugs were reconstituted in DMSO vehicle (0.1%) at the indicated final concentrations: verteporfin (YAPi; 3 μM), AZD6244 (MEKi; 100 nM), ERKi (100 nM), eCF506 (SRCi; 50 nM), and VS-4718 (FAKi; 1 μM). *n* = 3 organoid lines from 3 separate uninduced BA mice. Fold change is shown relative to DMSO-treated, induced organoids. Mean ± s.e.m. (*p = 0.05; Mann–Whitney *U*-test, two-tailed). **f** Representative H&E-staining of the proximal colon and caecum from *Braf*^V600E/+^ *Alk5*^fl/fl^ *Yap*^fl/fl^ mice 6 days post induction, highlighting severe epithelial loss and necrosis compared with BA controls (*n* = 5 mice per group). Scale bar, 500 μm. **g** Immunofluorescent staining of Matrigel ENRW-cultured BA and VillinCre; *Apc*^*fl/+*^ tumour spheroids for SCA1/LY6A (green) and YAP1 (red). Nuclei were counterstained with DAPI (blue). Merged images are shown on the right. Representative images of *n* = 3 biological replicates. Scale bar, 100 μm. **h** Image analysis scoring of the percentage of BrdU^+^ cells in the proximal colon epithelium of WT (*n* = 6), A (*n* = 4), B (n = 6), and BA (*n* = 6) mice, 30 days post induction. Mean ± s.e.m. (ns not significant; Mann–Whitney *U*-test, two-tailed). **i** Image analysis scoring of percentage of cleaved caspase 3^+^ cells in the proximal colon epithelium of WT (*n* = 6), A (*n* = 4), B (*n* = 6), and BA (*n* = 6) mice, 30 days post induction. Mean ± s.e.m. (**p = 0.0076, Mann–Whitney *U*-test, two-tailed).

We next used well-characterised and efficacious pharmacological agents to interrogate the signalling pathways eliciting YAP activation in our BA model. Previous studies have suggested that the activation of YAP, triggered upon remodelling of the extracellular matrix during DSS-induced colitis and regeneration, is dependent on FAK signalling^20^. However, we were unable to suppress the foetal program in vivo using the FAK-inhibitor VS-4718^40,41^ (FAKi), suggesting that mechanotransduction is not involved in the activation of YAP in our BA model (Fig. 4c).

Evaluation of intestinal FITC-dextran uptake in both B and BA mice revealed a significant intestinal barrier defect (Supplementary Fig. 4b), which was associated with pronounced proprial neutrophil infiltration in the caecum and proximal colon (Supplementary Fig. 4c). This locoregional inflammation, which co-localized with the formation of tumour foci, suggested a possible role for microenvironmental cues in triggering the foetal-like phenotype in our BA model. We therefore generated organoids from uninduced BA and B mice and induced gene recombination in vitro. Importantly, under these sterile culture conditions and in the absence of stromal influences, induction of mutant *Braf* alone was sufficient to activate the foetal-like program, accompanied by loss of *Lgr5* and upregulation of foetal markers (Fig. 4d, Supplementary Fig. 5a). In the organoid setting, induction of foetal marker expression was not affected by selective inhibitors of FAK (VS-4718)^40,41^ or SRC (eCF506)^42^, but it was significantly suppressed by inhibitors of MEK (AZD6244)^43,44^, ERK^45^, and YAP (verteporfin)^20^ (Fig. 4e), with efficacy of MEK and ERK inhibitors demonstrated by suppression of the canonical MAPK target *Dusp6* (Supplementary Fig. 5b). Notably, treatment of BA mice with the MEK-inhibitor AZD6244^43,44^ (MEKi) markedly suppressed the expression of foetal markers confirming the role of the MAPK pathway in the elaboration of the foetal-like phenotype in vivo (Supplementary Fig. 4a). Together, these results suggest that MAPK-activating mutations directly engage with YAP signalling and, consequently, induce foetal reprogramming in an epithelial cell-intrinsic, ERK-dependent manner. In this regard, the suppression of the foetal-like phenotype through YAP inhibition in vitro raised the possibility that the foetal-like differentiation program may be an adaptive survival mechanism directly initiated in *Braf*-mutant epithelium. To test the role of YAP in vivo using a genetics approach, we generated *VillinCre*^*ER*^*; Braf*^*V600E/+*^*; Alk5*^*fl/fl*^*; Yap*^*fl/fl*^ mice. Upon tamoxifen-induction, these mice rapidly developed weight loss and abdominal hunching, and had to be sampled on day 6 post induction due to these clinical signs. Histological evaluation of *VillinCre*^*ER*^*; Braf*^*V600E/+*^*; Alk5*^*fl/fl*^*; Yap*^*fl/fl*^ intestinal tissues confirmed the necessity of YAP for intestinal epithelial cell survival since, in its absence, we detected marked epithelial necrosis that was most pronounced in the proximal colon, although it was also evident throughout the rest of the intestine (Fig. 4f). Consistent with previous literature, tamoxifen-induced *VillinCre*^*ER*^*; Yap*^*fl/fl*^ mice showed no discernible phenotype^46^, confirming that YAP is dispensable for normal intestinal homeostasis.

We also observed that whilst *Braf* mutant organoids (B and BA) induced with tamoxifen in vitro grew in Matrigel, they could only be successfully passaged over the longer term in the presence of PGE2, a potent inflammatory mediator that has previously been shown to be a key component of the culture medium used to support the passage of foetal intestinal spheroids^47^. Endpoint tumour BA spheroids also exhibited this PGE2-dependency and maintained the same foetal-like phenotype in long-term culture as evidenced by LY6A expression and YAP1 nuclear localization (Fig. 4g). Given the locoregional inflammation in our BA model of right-sided colonic tumorigenesis, the requirement of exogenous PGE2 for long-term organoid passage is likely significant in light of the recently described requirement for pericryptal stromal production of PGE2 during post-injury wound healing^48^. This suggests that the combined inhibition of YAP and COX2, the enzyme that synthesizes PGE2, may hold therapeutic promise for the treatment of mutant BRAF-driven rCRCs.

Importantly, the ability of mutant BRAF alone to drive foetal-like differentiation demonstrated that TGFβ signalling does not suppress the foetal phenotype per se but, instead, independently restrains tumorigenesis. Scoring of d30 proximal colonic tissues for BrdU-positivity clearly showed that ablation of epithelial TGFβ-receptor signalling has no effect on epithelial cell proliferation (Fig. 4h). The elevated levels of apoptosis induced by mutant BRAF in vivo, however, were suppressed following epithelial-specific loss of TGFβ-receptor signalling, indicating reduced sensitivity to the initiation of cell death (Fig. 4i) as has previously been reported following loss of TGFβ-receptor signalling^49^. Taken together, these findings suggest that loss of TGFβ-receptor signalling allows colonic epithelial cells to evade apoptosis rather than augmenting their proliferative capacity.

### Right-sided tumorigenesis is supported by microbial-driven inflammation

Our results indicate that mutant BRAF can initiate the foetal-like phenotype in organoids, via the activation of YAP, without additional genetic events or input from contextual cues. Nevertheless, the proximal colonic location of BA tumours—a region heavily colonized by intestinal microflora—and the presence of locoregional inflammation, evident from the early stages of tumour initiation, raised the possibility that local microenvironmental factors may influence tumorigenesis. Indeed, our data showed that the integrity of the mucosal barrier is compromised in BA tissues, likely allowing exposure of the epithelium to gut microbiota and toxic metabolites that can promote tumorigenesis by provoking inflammation^24,50^. To test this, we treated BA mice with broad-spectrum antibiotics from the time of tamoxifen-induction (Supplementary Fig. 6a). Antibiotics significantly extended survival and reduced the tumour number in BA mice, but this effect was only significant for right-sided tumours (Fig. 5a, b, Supplementary Fig. 6b). 

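Antibiotics were given to BA mice in drinking water, starting the day after the first induction dose (ampicillin, neomycin and metronidazole at 1 g/L each and vancomycin at 500 mg/L), and whole proximal colon was sequenced 30 days later (n = 5). Totals ran from 16304817 to 18073727 reads on genes (median 17253919), and 3 counts correspond to 0.174 CPM at the median. The untreated d30 BA libraries (n = 5) were the comparison group. Tgfbr1 was at 58.5, 46.6, 61.0, 50.9 and 53.0 CPM and Braf at 31.8 to 37.1 CPM in the mice given antibiotics. All 5 libraries had Gm13394 and Ddx3y over 10 CPM, as had all 5 of BA mice without antibiotics.

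Of 16680 genes tested, 755 were higher and 1417 lower with antibiotics at an adjusted p under 0.05, 2172 in all. Fitting all 5 day-30 groups together moved this count the most, to 1074 genes, 878 of them shared. Of all genes tested, 1963 did not overlap between the groups, where chance gives 0.794% of them. Acta1, Ada and Rnase1 had the largest increases, with log2 fold changes of 2.99, 2.87 and 2.85, and Cyp2c55, Ggt1 and Ces2a the largest decreases, with -3.08, -2.77 and -2.67, where Ces2a shares 26.3% of its words with other genes. Of the 26 inflammatory genes, 14 had enough counts, and 0 were called over all genes or over the list alone. Reg3b (ENSMUSG00000071356), on chromosome 6 of GRCm38 from 78370657 to 78373466, was at 1.03 ± 1.00 normalised CPM (SD, n = 5) with antibiotics and 14.0 ± 19.3 (SD, n = 5) without, a log2 fold change of -3.77 (standard error 1.20, adjusted p = 0.0615, between 0.018 and 0.294 over the alternatives). Ccl2 (ENSMUSG00000035385) had the largest increase of the list, a log2 fold change of 2.21 (standard error 0.96, adjusted p = 0.146). With each library left out in turn, that of Ccl2 ran from 0.11 to 2.75, so its increase rests largely on a single library. The inflammatory score was 1.18 ± 0.96 with antibiotics and 1.59 ± 0.46 without, a difference of -0.41 (exact permutation p = 0.405), and leaving out the antibiotics library of replicate 3 moved it the most, to -0.80 (exact permutation p = 0.0476). The NES was -0.794 (gene permutation p = 0.737). Ranked by the DESeq2 Wald statistic, the NES changed sign, to 1.10 (p = 0.31).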

Comparison of RNA-seq analyses between antibiotic- and vehicle-treated d30 BA mice confirmed that eleven of the top fifteen pathways, significantly downregulated by antibiotic treatment, were associated with inflammation and the immune response (Supplementary Fig. 6c). Although still present, the foetal-like phenotype was dampened, with a reduction in the expression of foetal markers, including *Ly6a*, *Ly6d*, *Krt7*, and *Anxa1*, both in the tissue as a whole and in the epithelial compartment specifically (Fig. 5c, Supplementary Fig. 6d). These findings support the hypothesis that, although *BRAF* mutation alone drives foetal-like differentiation, microbial-driven inflammation is an additional key factor contributing to early tumour formation in the BA model, and that the local microbial milieu supports tumour initiation, right-sidedness, and disease progression. 

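Ly6a was at 280 ± 52.9 normalised CPM (SD, n = 5) in BA mice given antibiotics and 499 ± 49.2 (SD, n = 5) in BA mice without them, a log2 fold change of -0.83 (standard error 0.12, adjusted p = 0.00155). Ly6d, on chromosome 15 of GRCm38 from 74762056 to 74763620, was at 15.9 ± 2.91 and 49.4 ± 7.77, a log2 fold change of -1.63 (standard error 0.15, adjusted p = 0.000148). Krt7, on chromosome 15 from 101411043 to 101430313 and overlapped by Gm671 on the other strand, was at 251 ± 57.5 and 462 ± 61.9, a log2 fold change of -0.88 (standard error 0.15, adjusted p = 0.00426). For these 3 genes no mouse given antibiotics reached the range of the mice without them. Anxa1 was at 730 ± 86.4 and 550 ± 75.7 normalised CPM, a log2 fold change of 0.41 (standard error 0.11, adjusted p = 0.0347, between 0.00717 and 0.269 over the alternatives), with overlap between the groups. Anxa8 (ENSMUSG00000021950), on chromosome 14 from 34085981 to 34100571, rose from 27.7 ± 12.4 to 147 ± 26.5, a log2 fold change of 2.41 (standard error 0.27, adjusted p = 0.000484).

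Of 10 foetal genes tested, 2 were higher and 6 lower with antibiotics, with the same counts over the list alone. The foetal score was 7.11 ± 0.12 with antibiotics and 7.29 ± 0.14 without, a difference of -0.18 (exact permutation p = 0.0714), and with the median over genes it was -0.29 (exact permutation p = 0.00794, the smallest that 5 mice against 5 allow). The NES was -1.49 (gene permutation p = 0.0656), and without weights it was -2.00 (p = 0.0068). Relative to d30 WT tissue, the score of BA mice given antibiotics was 2.42 higher (exact permutation p = 0.0159), with 8 foetal genes higher and 0 lower at an adjusted p under 0.05, and Ly6a, Ly6d, Krt7 and Anxa1 had log2 fold changes of 2.56, 3.08, 1.62 and 3.94. The pathways of Supplementary Fig. 6c were not tested here. The paper proposes from these data, with its survival and tumour counts, that microbial-driven inflammation adds to the effect of BRAF mutation in early tumour formation.

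**Figure D2:**
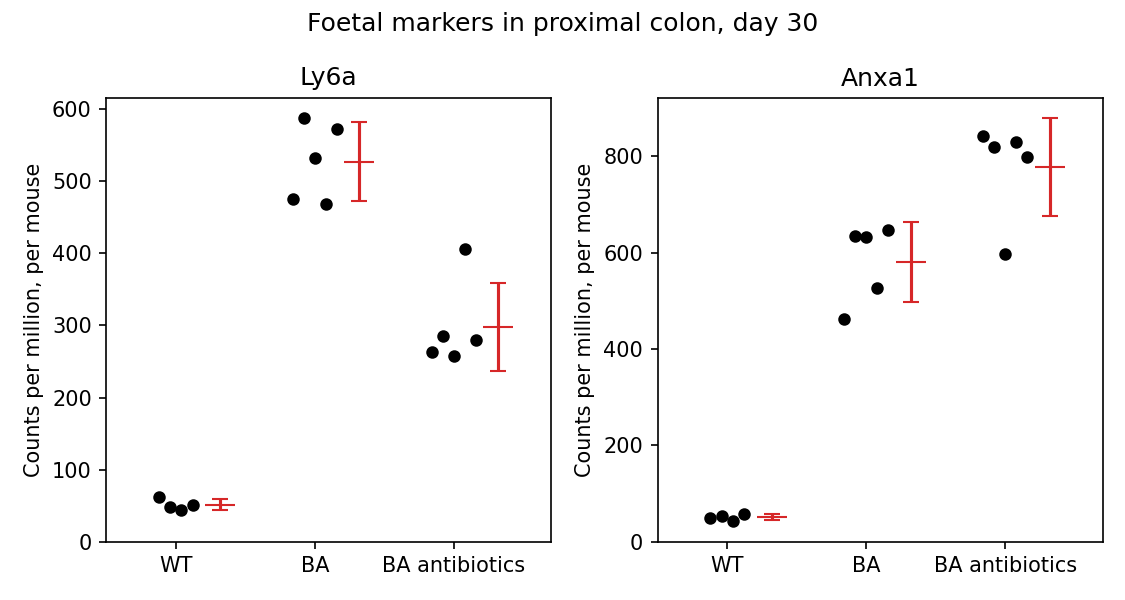
CPM of Ly6a and Anxa1 (y axis) in proximal colon 30 days post induction of WT mice (n = 4), BA mice (n = 5) and BA mice given antibiotics (n = 5). Each black point is a mouse and red marks show the mean ± SD. With antibiotics Ly6a is lower than in BA mice without them and Anxa1 is not.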

Our studies have, therefore, established a synergistic relationship between epithelial *Braf*^*V600E*^ mutation, loss of TGFβ-receptor signalling, and the local inflammatory microenvironment in driving right-sided, foetal-like tumours.

**Fig. 5:**
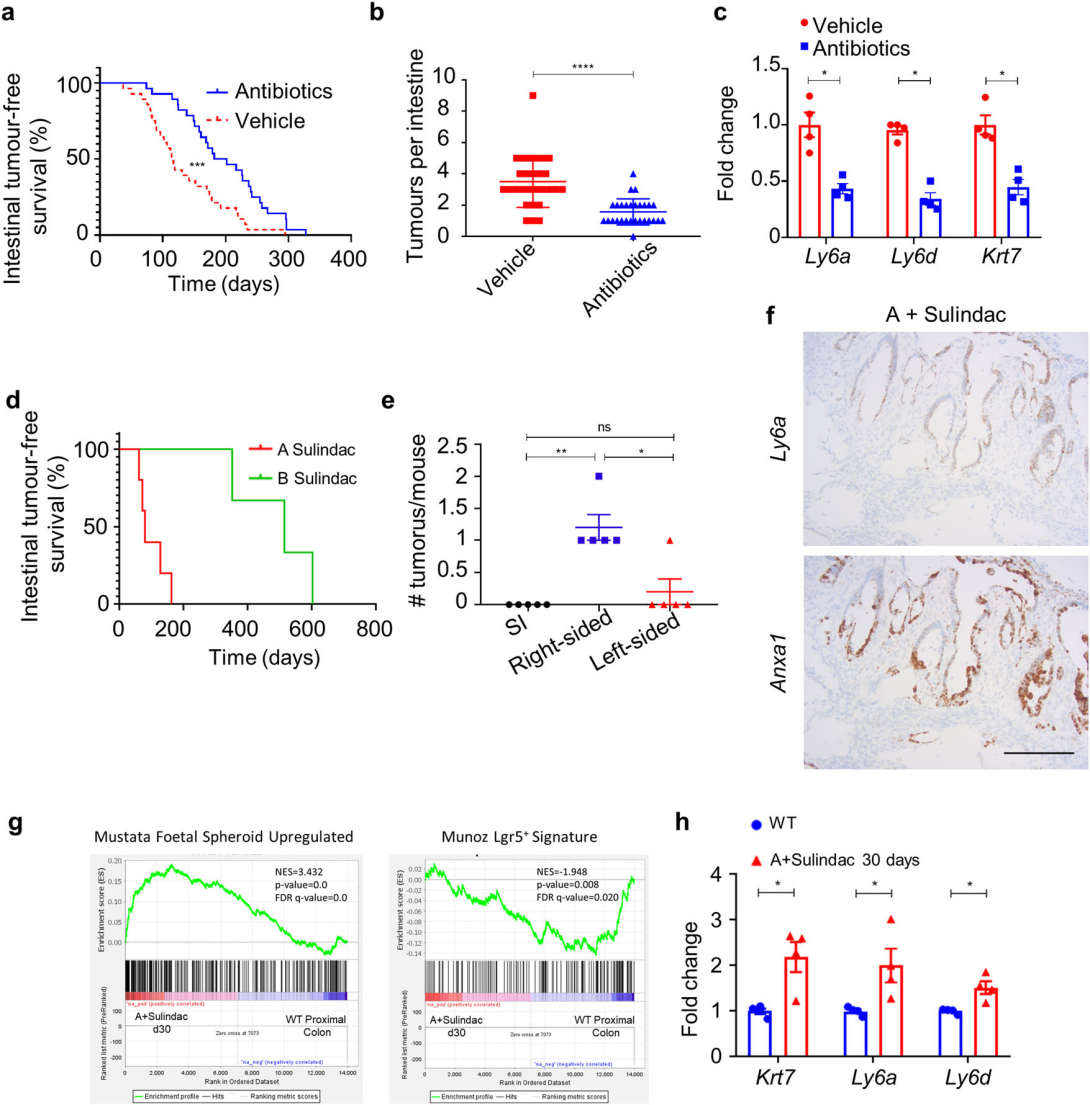
Inflammation and epithelial TGFβ-receptor loss cooperate in the formation of foetal-like tumours. **a** Kaplan–Meier survival curves highlighting tumour-free survival (days after tamoxifen-induction) of vehicle-treated (*n* = 28) and antibiotic-treated (*n* = 28) BA mice (***p = 0.0006; Mantel-Cox log-rank test, two-tailed). **b** Total number of intestinal tumours in vehicle-treated (*n* = 28) and antibiotic-treated (*n* = 28) BA mice. Mean ± s.e.m. (****p = 2.9e−7; Mann–Whitney *U*-test, two-tailed). **c** qRT-PCR of indicated foetal markers in proximal colonic tissue from vehicle- and antibiotic-treated BA mice, 30 days post induction (*n* = 4 mice per treatment). Fold change is shown relative to vehicle-treated BA mice Mean ± s.e.m. (*p = 0.0286; Mann–Whitney *U*-test, two-tailed). **d** Kaplan–Meier survival curves highlighting survival (days after induction) of sulindac-treated A (*n* = 5) and B (*n* = 3) mice. **e** Intestinal tumour location scoring of sulindac-treated A mice (*n* = 5). Mean ± s.e.m. (ns not significant; *p = 0.0397, **p = 0.0079; Mann–Whitney *U*-test, two-tailed). **f** Representative ISH of sulindac-treated A proximal colonic tumours, stained for foetal markers *Ly6a* and *Anxa1* (*n* = 5 mice). Scale bar, 100 μm. **g** GSEA plots of RNA-seq data from sulindac-treated A vs WT proximal colonic tissues, 30 days post induction, using the foetal spheroid (left panel) and *Lgr5*^+^ ISC (right panel) gene signatures (*n* = 4 mice per group). NES normalised enrichment score, FDR false discovery rate. (Left panel—*p* = 0.0, represents *p* < 0.001, Right panel—*p* = 0.008, calculated empirically.) **h** qRT-PCR of indicated foetal markers in proximal colonic tissue from sulindac-treated A mice vs WT counterparts, 30 days post induction (*n* = 4 mice per group). Fold change is shown relative to untreated WT mice. Mean ± s.e.m. (*p = 0.0286; Mann–Whitney *U*-test, two-tailed).

### Inflammation drives colonic tumorigenesis in a MAPK-independent manner

We next sought to model the effects of wounding and inflammation to determine whether these were sufficient to initiate and drive tumorigenesis in B or A mice. High-dose sulindac treatment has previously been shown to result in proximal colonic epithelial damage^51^. Therefore, to provide a brief window of inflammation/wounding, we administered sulindac for 14 days immediately post induction (Supplementary Fig. 7a). This acute insult was sufficient to cause tumour formation in the proximal colon of A but not B mice (Fig. 5d). Tumours in sulindac-treated A mice were almost exclusively right-sided (Fig. 5e), consistent with the location of the injury^51^. Similarly to the BA model, sulindac-treated A tumours were invasive, exhibited a mucinous histology, and stained strongly positive for foetal transcripts in the epithelial compartment (Fig. 5f, Supplementary Fig. 7b). In addition, proximal colonic tissue harvested from sulindac-treated A mice on d30 post induction (16 days after cessation of sulindac treatment) showed a significant positive enrichment for the foetal-like signature and a negative enrichment for the *Lgr5*^+^ ISC signature, as observed in BA mice (Fig. 5g, h, Supplementary Table 1).

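Whole proximal colon of A mice given sulindac at 0.4 g/L for 14 days was sequenced on d30 (n = 4), and the WT (n = 4) and untreated A libraries (n = 4) of the same day were the comparison groups. Totals ran from 15520620 to 19267386 reads on genes (median 18837562), where 3 counts correspond to 0.159 CPM. Tgfbr1 was at 54.2, 55.4, 44.7 and 58.4 CPM in sulindac-treated A mice 1 to 4. Gm13394 was over 10 CPM in all 4 of these libraries. Processing was as for the other d30 samples, and results with the replicate number as a block are given beside those without it, because same-numbered libraries were correlated at -0.123 between sulindac-treated A and WT mice and at -0.152 between sulindac-treated and untreated A mice, where the numbers come from the labels and stand for different mice.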

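Of 17742 genes tested, 9 were higher and 0 lower in sulindac-treated A mice than in WT mice at an adjusted p under 0.05, with 1607 at an unadjusted p under 0.05, and the block gave 2 genes, 2 of them among the 9. The DESeq2 Wald test moved this count the most, to 108 genes, which include the 9. Gm13394, Esr1 and Igsf23 had the largest increases, with log2 fold changes of 7.32, 2.73 and 1.80. Of 10 foetal genes tested, 0 were called over all genes, and 6 were higher and 1 lower with the adjustment over the list alone. Krt7 was at 160 ± 28.3 normalised CPM (SD, n = 4) with sulindac and 89.8 ± 12.7 (SD, n = 4) in WT mice, a log2 fold change of 0.83 (standard error 0.15, adjusted p = 0.16, between 0.000989 and 0.256 over the alternatives), with no overlap. Ly6a was at 94.1 ± 27.6 and 52.3 ± 7.59, a log2 fold change of 0.85 (standard error 0.21, adjusted p = 0.346, between 0.0407 and 0.502). Anxa3 rose by 1.20 (adjusted p = 0.379, between 0.0283 and 0.549) and Anxa1 by 0.97 (adjusted p = 0.462, between 0.157 and 0.7). With each library left out in turn, these rises ran from 0.89 to 1.43 for Anxa3 and from 0.50 to 1.18 for Anxa1. Anxa1 was at 187 CPM in sulindac replicate 1 and between 54.0 and 88.0 CPM in the other sulindac libraries. The foetal score was 5.46 ± 0.36 with sulindac and 4.82 ± 0.13 in WT mice, a difference of 0.64 (exact permutation p = 0.0286, the smallest that 4 mice against 4 allow). With the block the difference was also 0.64 (exact paired permutation p = 0.125, the smallest that 4 pairs allow). With the median over genes it was 0.33 (exact permutation p = 0.0571). The foetal NES was 2.06 (gene permutation p = 0.000586), and 2.07 with the block.

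Of 17 stem cell markers tested, 0 were called over all genes or over the list alone, 10 having a positive and 7 a negative log2 fold change. The stem cell score was 4.81 ± 0.22 with sulindac and 4.79 ± 0.17 in WT mice, a difference of 0.02 (exact permutation p = 0.914) and of 0.02 with the block (exact paired permutation p = 1). The stem cell NES was 0.580 (gene permutation p = 0.963), and 0.742 with the block. Tnfrsf19 had the largest decrease of the list, with a log2 fold change of -0.74 (standard error 0.30, adjusted p = 0.529, between 0.414 and 0.694). Between sulindac-treated and untreated A mice, 0 of 17568 genes were called, with 460 at an unadjusted p under 0.05, and the block gave 2. The foetal score of sulindac-treated A mice was 0.18 above that of untreated A mice (exact permutation p = 0.4). The paper states a likeness of sulindac-treated A mice to BA mice from several kinds of evidence. These are tumour location, invasion, mucinous histology and foetal transcripts by ISH, with qRT-PCR and the positive and negative enrichment of the 2 signatures on d30. The tumours, ISH and qRT-PCR are not analysed here.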

Given the capacity of BRAF^V600E^-driven MAPK activation to engage a foetal-like program directly in vitro, we next addressed whether MAPK activation was responsible for the foetal-like differentiation emerging through sulindac-driven inflammation in vivo. Utilising the MEK-inhibitor AZD6244, we demonstrated that the instigation of the foetal-like program is likely not dependent on MAPK activation in this inflammatory context in WT mice (Supplementary Fig. 7c).

The ability of sulindac-induced inflammation to drive right-sided tumorigenesis in A mice mirrored the topography of emergent tumours in BA mice. Therefore, we next addressed whether we could influence the location of tumour formation by guiding inflammation to a different site. DSS has previously been shown to drive tumorigenesis in TGFβ-receptor knockout mice^52^. Using this model, we confirmed that DSS-induced inflammation elicited tumour formation in A mice. As expected, the emergent colonic tumours were invasive, displayed a mucinous histology, lacked Wnt-pathway activation, and expressed foetal transcripts in their epithelium. Importantly, these tumours were located more distally in the colon, as would be expected with DSS treatment (Supplementary Fig. 7d–f). Collectively, these findings suggest that, in the presence of inflammatory stimuli driving foetal-like epithelial differentiation, loss of TGFβ-receptor signalling is permissive for the emergence of invasive colonic tumours at the site of inflammation.

## Discussion

An improved understanding of the molecular pathogenesis of mutant BRAF-driven rCRCs will inform the development of effective preventative and therapeutic strategies for this aggressive CRC subset. Preclinical models that faithfully recapitulate the salient features of disease initiation and progression, as bestowed by different oncogenic drivers, are an important tool in this endeavour. Here, we describe a mouse model of serrated intestinal cancer wherein oncogenic BRAF and loss of epithelial TGFβ-receptor cooperatively promote the formation of right-sided colonic tumours with a Wnt-low, foetal-like signature. Emergent tumours in this model recapitulate the topography, molecular landscape, and metastatic tropism of human right-sided disease, lending important insights into the pathogenesis of mutant BRAF-driven rCRCs that arise via the serrated neoplasia pathway.

While mutant BRAF-driven serrated tumours show a clear predilection for the right side of the colon in humans, most existing mouse models develop lesions primarily in the small intestine rather than the colon^16–18^. Interestingly, Rad *et al*. found that BRAF^V600E^ induced widespread serrated hyperplasia throughout the intestinal tract. Yet, the vast majority of hyperplastic polyps that progressed to dysplasia in this model were located in the small intestine, with lesions exhibiting features of TSAs, rather than SSAs, which the authors attributed to the fact that SSAs typically emerge in the colon^16^. By contrast, BA tumours develop in the proximal/right colon and carry a Wnt-low, foetal-like signature which correlates with *BRAF*-mutant status, right-sidedness, MSI-high, CMS1 CRCs as well as pre-neoplastic SSAs in humans.

In further contrast to the BA model presented here, previous serrated tumorigenesis models exhibit deregulated Wnt signalling^16–18^. Notably, however, patient-derived right-sided serrated precursor lesions rarely harbour mutations in *APC* or *CTNNB1*, though mutations in lesser-known Wnt-pathway components can be acquired during the progression to dysplasia/more advanced stages^53–55^. Importantly though, BRAF^V600E^ right-sided colonic tumours in patients have been shown to display membranous not nuclear β-catenin localisation^19^, and we therefore suggest that our BA model better recapitulates this tumour group.

Previous studies employing an inducible human *BRAF*^*V600K*^ transgene resulted in epithelial serration and exhaustion/depletion of *Lgr5*^+^ ISCs, underpinned by their conversion to transit-amplifying (TA) progenitor cells^18^. By contrast, the depletion of *Lgr5*^+^ ISCs in the BA model is accompanied by the appearance of cells with a foetal-like phenotype. There are several differences between these models that may account for this discrepancy. First, the BA model develops SSA-like tumours in the proximal colon, whereas the transgenic *BRAF*^*V600K*^ model develops hyperplasia and TSA-like dysplastic polyps in the small intestine. Aside from region-specific differences in basal proliferation rates and crypt dynamics, the signals and niche cell-types that determine cell-lineage allocation—i.e., the interconversion between adult and foetal-like stem cell populations and TA-progenitor cell states/fates—vary profoundly lengthways along the intestinal tract and up the vertical crypt-axis^56^. Accordingly, BRAF^V600E^-mutant small intestinal and colonic organoids differ profoundly in basal MAPK-pathway activity, with small intestinal organoids able to tolerate higher pathway activity upon BRAF^V600E^ expression^57^. Notably, though, the transcriptomic profiles of BRAF^V600E^ colonic organoids more closely resemble human BRAF^V600E^-mutant CRCs^57^. Second, the BA model expresses physiological levels of a knock-in BRAF^V600E^ mutant driven by the endogenous *Braf* promoter, whereas the transgenic model relies on the overexpression of a human *BRAF*^*V600K*^ transgene, which attains expression of MAPK-target genes akin to levels in more advanced dysplastic tumours. A reduction in ISC markers was also found in the hyperplastic intestinal tissue of *BRAF*^*V637E*^ knock-in mice, which harbours comparable levels of MAPK activity to the transgenic model, although a TA cell fate was not expressly demonstrated^16,18^.

The conversion of the entire *Lgr5*^+^ ISC pool into TA progenitor cells, in the transgenic *BRAF*^*V600K*^ model^18^, is reminiscent of normal crypt homeostasis. Therein, reduced EGFR/MAPK activity at the crypt base prevents the quiescent ISC pool from differentiating prematurely, while elevated MAPK signalling in the upper crypt dictates a proliferative TA progenitor cell fate^58^. Although the determinants underlying the different fates of *BRAF*-mutant cells in these two models remain unclear, the implications are profound: While reversion of *Lgr5*^+^ ISCs to a foetal-like state, in the absence of TGFβ signalling, fuels aggressive BA tumour growth, conversion to a TA-like state leads to exhaustion of the cancer stem cell pool and clonal extinction. This likely explains the finding that, in the transgenic model, the progression of dysplastic foci was frequently accompanied by the acquisition of Wnt/β-catenin-pathway mutations, which restored ISC marker expression^18^. Indeed, this is consistent with studies showing that BRAF^V600E^ promotes loss of ISCs but, paradoxically, triggers differentiation; here, oncogenic progression is contingent on mutations that reverse differentiation (e.g. ablation of the differentiation-promoting transcription factors CDX2 or SMAD4) to restore stemness potential^59^. Accordingly, aging-induced acquisition of epigenetic alterations predisposes to BRAF^V600E^-driven transformation^60^, with several studies implicating cooperating inactivation of *Cdkn2a*/p16INK4a^16^, *Cdx2*^59,61^, or both atypical PKCs (PKCζ and PKCλ/ι)^62^ in BRAF^V600E^-induced tumorigenesis. Similarly, our studies identify epithelial TGFβ-receptor signalling as an important gatekeeper to BRAF^V600E^-driven right-sided tumorigenesis. Indeed, we also show that the tumorigenic potential of foetal-like populations in the right colon is suppressed by epithelial TGFβ-receptor signalling, independent of the factors driving the foetal-like differentiation program, be it an acute inflammatory insult or aberrant MAPK activation. Indeed, this strongly suggests that the co-occurrence of *TGFBR2* and *BRAF* mutations in patient rCRCs^30^ provides foetal-like right-sided epithelial cells with a selective advantage.

Our study further shows that the MAPK pathway, via ERK, is fundamentally capable of driving a foetal-like differentiation program in the colonic epithelium in a YAP-dependent manner, and that this is further augmented in vivo by microbial-driven inflammation. Controversy surrounds the role of YAP in intestinal tumorigenesis, with both tumour-suppressive^63,64^ and oncogenic roles^23,65–67^ ascribed in different contexts. Several studies have demonstrated that YAP can inhibit Wnt signalling during intestinal regeneration and tumorigenesis^23,63,64,68^, consistent with the suppression of *Lgr5* and the ISC signature in our BA model. In strong support of our findings, while this paper was under review, Reischmann *et al*. reported that the expression of BRAF^V600E^ in colonic organoids elicits a foetal-like dedifferentiation program, associated with a transcriptional signature enriched for Hippo-pathway targets that resembles human BRAF^V600E^-driven CRC^57^. Interestingly, activation of the ERK and YAP pathways has also been detected in an inflammation-driven model of serrated intestinal tumorigenesis arising through atypical-PKC deficiency, independently of *Braf* (and *Kras*) mutations^62^, signifying that YAP dysregulation may commonly underlie distinct serrated neoplasia pathways independently of the driver mutation.

As multiple *Lgr5*^+^ and *Lgr5*^−^ populations exhibit phenotypic plasticity and tumour-initiating potential within the intestine, questions remain as to the likely cell(s)-of-origin of the emergent tumours in the BA model and the serrated neoplasia pathway. A recent study identified a rare, quiescent population of revival stem cells, distinguished by elevated expression of clusterin (*Clu*) as well as *Anxa1*, *Cxadr*, and *Basp1*, that is mobilized and expanded following damage to the intestinal epithelium, regenerating all the major intestinal cell types, including *Lgr5*^+^ ISCs, in a YAP1-dependent manner^69^. It remains unclear whether different crypt progenitors and/or mature cell types are able to dedifferentiate to a foetal-like state in response to BRAF activation, or whether homeostatic colonic crypt subpopulations, such as the revival stem cells, acquire *Braf* mutation and initiate serrated tumorigenesis independently of Wnt signalling: the answer awaits lineage-tracing and single-cell genomics approaches in our BA model.

Our data have allowed us to identify and highlight the diverse nature of left and right-sided CRC in patients, showing that they are underpinned throughout tumour initiation and progression by different signalling pathways, which lead to either a Wnt high, Lgr5^+^ tumour phenotype or a BRAF-mutant, foetal-like, Lgr5^-^/Wnt-low phenotype, respectively. rCRCs that harbour oncogenic BRAF, however, continue to pose a major therapeutic challenge, with patients deriving little to no benefit from prevailing treatment regimens. While BRAF inhibitors have shown considerable efficacy in melanoma^70^, BRAF-mutant rCRCs are refractory to such treatment owing to EGFR-driven feedback activation of the MAPK pathway^71,72^. Of note, the YAP-driven regenerative response in the injured intestinal epithelium promotes cell survival by activating EGF signalling^23^. Accordingly, elevated YAP expression is predictive of intrinsic and acquired resistance to BRAF- and MEK-inhibitors in human BRAF^V600E^ CRCs^73^, lending clinical relevance to our finding that YAP is a survival factor in BA tumours, and advocating for concurrent inhibition of YAP and BRAF-MAPK signalling in this setting. Moreover, a recent study in compound mutant organoids, with *Rspo3*-fusions and *Kras*/*Braf*, *Trp53*, and *Smad4* mutations, implicated YAP/TAZ foetal reprogramming and lineage reversion in the acquisition of resistance to Wnt-targeted therapy. Significantly, emergent organoids were addicted to YAP/TAZ signalling and were sensitive to YAP/TAZ inhibition^74^. Encouragingly, foetal-like colonic BA tumour epithelium also maintains a dependence on therapeutically targetable, microenvironmental-derived inflammatory factors, such as PGE2. Additionally, the absolute requirement for YAP activation in the intestinal epithelium after *BRAF* mutation provides a further novel potential therapeutic target downstream of BRAF activation.

Our BA model recapitulates the topography, molecular landscape, and metastatic tropism of human Wnt-low, *BRAF*-mutant rCRCs and offers potential actionable therapeutic targets for this aggressive therapy-resistant subtype.

## Methods

### Mouse studies

All animal experiments were performed in accordance with UK Home Office regulations (Project licence 70/8646), with adherence to the ARRIVE guidelines, and were reviewed and approved by the Animal Welfare and Ethical Review Board (AWERB) of the University of Glasgow. Mice used were of a C57BL/6 J background (*N* ≥ 6) and harboured combinations of the following genotypes: the VillinCre^ER^ transgene^26^ *Apc*^*fl/+*^^33^, *Braf*^*LSL-V600E/+*^ (hereafter *Braf*^*V600E/+*^)^27^, *Tgfbr1/Alk5*^*fl/fl*^^28^, *Tgfbr2*^*fl/fl*^^31^, *Yap1*^*fl/fl*^^75^, and *Rosa26*^*LSL-tdTomato/+*^^76^. For the generation of *Mlh1*^*fl/fl*^ mice, embryos carrying the *Mlh1*^*tm1a*^ allele were imported from the European Mouse Mutant Archive (EM:04517). To generate the floxed allele, mice derived from these embryos were subsequently crossed with a strain expressing Flpe (B6.Cg-Tg(ACTFLPe)9205Dym/J; JAX stock #005703) to delete the lacZ reporter and neomycin resistance (lacZ/neo^R^) cassette by recombination at the flanking FRT sites^77^. Correct removal of the lacZ/neo^R^ cassette was confirmed by PCR across the remaining FRT site (Fwd, 5′-GTAATACTCTCTAGAGGCCCATGC-3′ and Rev, 5′-TATTAGCTCGTGGTTTTAGATGACC-3′; amplicon: 404 bp). Following Flpe-mediated recombination, critical exon 4 of *Mlh1* is flanked by loxP sites, generating a floxed *Mlh1*^*tm1c(EUCOMM)Hmgu*^ allele that can be conditionally deleted in the intestine upon crossing with VillinCre^ER^ mice.

Mice were induced between 6 and 12 weeks of age and sampled at the indicated timepoints or at clinical endpoint. Unless otherwise stated, mice were induced by either a single intraperitoneal injection of 2 mg tamoxifen (80 mg/kg; Sigma, T5648), or two injections of 3 mg (120 mg/kg) and 2 mg (80 mg/kg) tamoxifen on consecutive days. Mice were monitored daily and weighed a minimum of three times weekly and humanely culled upon reaching clinical endpoint, defined by symptoms associated with intestinal tumour burden. Mice were censored at 550 days after initial tamoxifen-injection.

### In vivo drug treatments

For antibiotic treatment, the antibiotic combination used consisted of ampicillin (1 g/L; Sigma, A9518), neomycin trisulphate (1 g/L; Sigma, N6386), vancomycin (500 mg/L; Wockhardt, 17116), and metronidazole (1 g/L; Sigma, M1547), dissolved in distilled water. From the first day after the initial tamoxifen-injection, mice were treated with antibiotics in their drinking water, which was changed three times weekly. High-dose sulindac was administered in the drinking water (0.4 g/L in sodium phosphate buffer; Sigma, S8139) from the first day after the initial tamoxifen-injection, for a total of 14 days, before returning the mice to normal drinking water. Sulindac, in drinking water, was delivered in dark bottles, which were changed weekly along with the sulindac. For the induction of inflammation, mice received dextran sulphate sodium salt (DSS; MP Biomedicals, 160110) in distilled drinking water on day 3 after the initial tamoxifen-injection. DSS (1.5% w/v in drinking water) was administered *ad libitum* for five days and, subsequently, withdrawn and replaced with fresh distilled water. For in vivo FAK inhibition^40,41^, mice were treated with 18.75 mg/kg VS-4718 reconstituted in 0.5% hydroxypropyl methylcellulose (HPMC) + 0.1% Tween-80 vehicle by oral gavage once daily. For in vivo MEK inhibition^43,44^, mice were treated with 25 mg/kg AZD6244 made up in the same vehicle as VS-4718, but administered by twice-daily oral gavage.

### FITC-dextran gut permeability assay

Mice were induced with two injections of 3 mg (120 mg/kg) and 2 mg (80 mg/kg) tamoxifen on consecutive days. On day 7 post induction, mice were fasted for 12 h and then dosed with 600 mg/kg FITC-dextran (4 kDa; Sigma, #46944) by oral gavage. Mice were sacrificed and blood was sampled 4 h post gavage. Serum concentrations of FITC-dextran were determined using a fluorimeter (490/530 nm) against standard curves generated from the same stock solution used to dose the mice.

### Immunohistochemistry, in situ hybridization, and histopathology

Intestinal tissues were fixed in 10% neutral-buffered formalin overnight and embedded in paraffin. Haematoxylin-and-eosin (H&E) staining was performed using standard protocols. Immunohistochemistry (IHC) for cytokeratin-7 (1:100; Abcam, ab9021), cleaved caspase 3 (1:500; Cell Signaling Technology, 9661), BrdU (1:150; BD Biosciences, 347580), and RFP (1:100; Cell Signaling Technology, 2555), to detect tdTomato and evaluate the efficiency of Cre-mediated recombination, were performed on 3 μm sections with heat-based antigen retrieval at pH 6 and pH 8, respectively. For β-catenin IHC, fixation was performed at 4 °C for no more than 24 hours, and sections were immunostained with antibodies against β-catenin (1:50; BD Biosciences, 610154)^78^. RNA in situ hybridisation (ISH) was performed using the RNAscope 2.5 LS Reagent Kit–BROWN (Advanced Cell Diagnostics, 322100) on a Leica Biosystems BOND RX automated IHC/ISH stainer according to the manufacturer’s instructions. Positive control probes (Mm-PPIB; Advanced Cell Diagnostics, 313918) were run to ensure RNA integrity in analyzed samples. Negative control probes were run to ensure the specificity of the staining (dapB; Advanced Cell Diagnostics, 312038). The RNAscope probes used were: *Notum* (428988), *Axin2* (400338), *Lgr5* (312178), *Ly6a* (427578), and *Anxa1* (509298).

Tumours were scored by gross examination of the excised tissue and histopathological analysis of H&E-stained sections. The proximal/right side of the colon was defined as the region extending from the ileocolic junction to the distal end of the region of the colon containing prominent transverse folds. The left side consisted of all colonic regions distal to this point. H&E-stained intestinal sections were evaluated for sub-cryptal proprial neutrophil infiltration by a boarded pathologist (J.D.G.L.). Neutrophils were identified by nuclear morphology and cytoplasmic tinctorial properties. The numbers of neutrophils within the band of lamina propria, immediately beneath and surrounding the colonic crypts, were quantified by image capture and analysis of H&E-stained tissue sections. Normalizing to the width of a 400x magnification field of view (FOV) of the colon crypts and the surrounding lamina propria allowed for the quantification and normalisation of neutrophil numbers within an area of tissue likely to expand in depth following significant immune infiltration. Ten to twenty 400x FOV were scored per region depending on length of region.

Using RFP immunohistochemistry, the efficiency of Cre-mediated recombination was scored in VillinCre^ER^; *Rosa26*^*LSL-tdTomato/+*^ mice receiving escalating tamoxifen-dosing regimens, as indicated in Supplementary Fig. 1c. Crypts were scored as positive when an area greater than, or equal to, half of the crypt stained positive for RFP. At least 50 crypts were scored per mouse per tamoxifen-dosing regimen in 3 independent VillinCre^ER^; *Rosa26*^*LSL-tdTomato/+*^ mice.

Immunohistochemistry images were scanned and subsequently analyzed using HALO software (V2.0.1145, Indica Labs). Proximal colonic epithelium was manually annotated to include all epithelium visible and then analyzed for the percentage of positive cells for cleaved caspase 3 or BrdU.

### RNA isolation from tissue

Tumours and proximal colonic tissues were harvested into RNA*later* and snap-frozen on dry ice. Tissues were homogenized using the Precellys lysing kit (Bertin Instruments, KT03961-1-003-2) in a Precellys Evolution tissue homogenizer. RNA was extracted and purified, using the Qiagen RNeasy Mini kit (Qiagen, 74104), as per the manufacturer’s protocol, including all optional steps.

### qRT-PCR

cDNA was generated using the High-Capacity cDNA Reverse Transcription Kit (ThermoFisher Scientific, 4368814) as per the manufacturer’s protocol. qPCR was performed using the Maxima SYBR Green/ROX qPCR Master Mix (ThermoFisher Scientific, K0221) as per the manufacturer’s protocol on Applied Biosystems StepOnePlus PCR system using StepOne software version 2.3 (qPCR). Ct-values were normalised to *Gapdh* transcript levels. mRNA expression levels were calculated via the ΔΔCt method utilising Microsoft Excel 2016. For primer sequences please see Supplementary Table 2.

### RNA-seq and data analysis

RNA quality was ensured utilising the Agilent 2200 TapeStation System and RNA ScreenTape (Agilent, 5067-5576). Libraries for DNA sequencing were prepared utilising a method adapted for the Illumina TruSeq RNA LT Kit. The quality of DNA libraries was established using the Agilent 2200 TapeStation. Library sequencing was run on the Illumina NextSeq 500 desktop sequencer using the High Output 75-cycle kit (2 ×36 cycles). Quality checks on the raw RNA-Seq data files were done using FastQC version 0.11.8, then sequences were trimmed to remove adaptor sequences and low-quality base calls, defined as those with a Phred score of less than 20, using Trim Galore version 0.6.4. Trimmed paired-end reads were then aligned to the GRCm38.98 version of the *Mus musculus* genome using HISAT2 version 2.1.0 and raw counts per gene were determined using FeatureCounts version 1.6.4. Differential expression analysis, based on the negative binomial distribution, was performed using the R package DESeq2 version 1.22.2. Gene set enrichment analyses (GSEA) were performed on pre-ranked RNA-seq datasets using the Broad Institute GSEA tool (software.broadinstitute.org/gsea/index.jsp) with standard settings. The gene sets used included the foetal spheroid upregulated signature^21^, the Hallmark Inflammatory_Response gene set (Broad Institute)^37^, the YAP up- and down-regulated signatures^23^, and the *Lgr5* intestinal stem cell signature^22^. Pathway analysis was performed utilising MetaCore (Clarivate Analytics).

### Organoid cultures

Advanced DMEM/F12 was supplemented with penicillin (100 U/ml) and streptomycin (100 µg/ml) (ThermoFisher Scientific, 15140122), 2 mM L-glutamine (ThermoFisher Scientific, 25030081), 10 mM HEPES (ThermoFisher Scientific, 15630080), N2-supplement (ThermoFisher Scientific, 17502001) and B27-supplement (ThermoFisher Scientific, 17504044) and designated as ADF. Complete ADF was prepared from ADF by adding 50 ng/ml recombinant human EGF (Peprotech, AF-100-15), 100 ng/ml recombinant murine Noggin (Peprotech, 250-38), and 500 ng/ml recombinant mouse R-spondin-1 (R&D systems, 3474-RS). For wild-type colonic organoid culture, complete ADF was further supplemented with 2.5 μM CHIR99021 (Sigma, SML1046), 1 μM valproic acid (Sigma, P4543), and 10 μM Y-27632 (Cambridge Bioscience, SMO2-1). For serial passaging of induced (tamoxifen-treated) or tumour BA organoids, the medium was further supplemented with 2.5 μM PGE2 (Tocris Bioscience, 2296).

For in vitro BA organoid drug treatments, organoids were induced with 5 μM 4-hydroxytamoxifen (Sigma, #T5648) 24 h post passage. BA organoids were then treated with drug 48 h post induction and harvested for analysis 48 h post drug addition. All drugs were made up in DMSO, at a final concentration of 0.1%, which served as a vehicle control. Final drug concentrations were: VS-4718^40,41^ (FAKi) at 1 μM, eCF506^42^ (SRCi) at 50 nM, AZD6244^43,44^ (MEKi) at 100 nM, ERKi^45^ at 100 nM, and verteporfin^20^ (YAPi) at 3 μM.

Colonic organoid isolation and culture were performed as previously reported^79^. Briefly, for the isolation of tumour organoids, murine intestinal tumour tissue was sampled at a defined endpoint, cut into small fragments with forceps and scissors, and washed five times in PBS. Tumour fragments were incubated in 5 ml of 10x trypsin (5 mg/ml; Gibco), 1x DNase I buffer, and 200 U recombinant DNase I (Roche, 04716728001) for 30 minutes in a 37 °C water bath. Tumour fragments were, then, further dissociated in 5 ml ADF with vigorous shaking. This step was repeated five times. The tissue suspension was then centrifuged at 260 *g*, and the supernatant was aspirated and the pellet was resuspended in 10 ml ADF. The resulting suspension was then passed through a 70 µm cell strainer and centrifuged at 260 × *g*. The cell pellet was resuspended in an amount of Matrigel (BD Bioscience, 354234), proportional to the pellet volume, and seeded. Organoids/spheroids were cultured in complete ADF supplemented with a cocktail of growth factors appropriate to each genotype, as detailed above, and maintained at 37 °C in a humidified atmosphere of 5% CO_2_ and 21% O_2_.

### Organoid immunofluorescence

Organoid immunofluorescence was performed in accordance with previously published methods^80^. Briefly, whole organoids were dissociated from matrigel, washed in PBS and fixed with 4% PFA on ice. Organoids were blocked for 1 hr at room temperature (1% BSA/PBS) and stained overnight at 4 °C with the following primary antibodies: rat anti-SCA1/LY6A (1:100; R&D Biosystems, 177228) and rabbit anti-YAP (1:100; Cell Signaling Technology, 4912). Organoids were exposed to Alexa Fluor 488 Goat anti-rabbit IgG or Alexa Fluor 594 goat anti-rat IgG (Invitrogen, 1/500) 2 hours at room temperature and counterstained with DAPI. Z-stack fluorescent and brightfield images were taken on a Zeiss 710 confocal microscope. Image analysis and Z-projection were performed using FIJI software and brightness and contrast settings were maintained between control and test images.

### Statistical analyses

Statistical analyses were performed using GraphPad Prism software (v8.02; GraphPad Software Inc.) and R (version 3.6.0; www.r-project.org/). Generation of gene signatures through differential gene expression analysis was performed with edgeR version 3.28.1 and the limma R package^81^. Human orthologues of mouse genes were obtained from Ensembl in March 2020. T-test and Mann–Whitney *U*-tests were used to determine statistical significance as appropriate. Survival analysis was based on Kaplan–Meier curves and univariable Cox-models were built for statistical testing with the log-rank test.

### CRC-patient data for in silico analysis

CRC-patient data were obtained from a range of publicly available sources. Expression data and clinical/genetic annotation from the TCGA project^82^ were downloaded from the FIREHOSE repository (https://gdac.broadinstitute.org/). Patient-derived CMS signatures were derived from the TCGA dataset (https://www.cancer.gov/tcga). Gene expression data from human colorectal tumours, sampled during the PETACC-3 trial, were found in ArrayExpress (Accession No: E-MTAB-990)^34^. Single-cell RNA-seq data, used to derive a list of epithelial-specific genes, can be found in ref. ^35^. The polyp dataset (*n* = 44) was collected by the S:CORT consortium (Ethics: MREC 15/EE/0241). Data relating to transcriptome profiling of relevant genes are available online (https://www.s-cort.org/)^39^.

### BA and WA signature derivation

The derivation of gene expression signatures was based on genes that were differentially expressed in mouse datasets at an absolute logFC>2 and an unadjusted *p* value of <0.00001 in an edgeR model incorporating batch and gene activation status. These genes were mapped to the most confident human orthologues, based on the Ensembl annotation (March 2020). The genes were further classified into epithelial, non-epithelial, and non-specific, according to the specificity of their expression in a previously published human colorectal single-cell dataset^35^. Briefly, cells were annotated into major types with SingleR. Then, raw counts from cells of a similar type (epithelial, stroma, myeloid, lymphocytes, endothelial, and other) were aggregated into pseudobulk with the muscat package. If the expression of a gene was higher in a given cell type than in all other cell types by at least 1 raw count, and that difference was always statistically significant at *p* < 0.01, the gene was considered specific for that cell type.

For the BA signature, both an upregulated and downregulated epithelial component were retained, and the difference in their mean expression levels comprised the signature value. For the WA signature, in order to increase specificity, the upregulated epithelial component was mapped to a heatmap of human colorectal cancer bulk gene expression data (E-MTAB-990 in ArrayExpress) with hierarchical clustering on correlation distance and complete linkage. The most significant cluster of epithelial genes was centred on *AXIN2* in the human data and was considered specific for Wnt activation. The mean expression of the genes (*MACC1, KRT23, FGFR4, RPS6KA6, PROX1, ASCL2, AXIN2, RASSF10*) constitutes the WA signature.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

All data relevant to this study are available from the authors at reasonable request. The RNA-seq datasets that support the findings described here have been deposited at NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo) with the study accession code GSE168478. All source data are available as a Source Data file. The remaining data are available within the Article, Supplementary Information or from the authors upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Oncogenic BRAF, unrestrained by TGFβ-receptor signalling, drives right-sided colonic tumorigenesis
**Source:** Nat Commun. 2021 Jun 8;12:3464. doi: 10.1038/s41467-021-23717-5
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Applied Biosystems StepOnePlus PCR system using StepOne software version 2.3 (qPCR).

Data analysis Data analysis was undertaken using -  
Microsoft Excel 2016  
Graphpad Prism version 8.02  
HALO V2.0.1145 (Indica Labs)  
FastQC v0.11.8  
TrimGalore! v0.6.4  
HISAT2 v2.1.0  
FeatureCounts v1.6.4  
DESeq2 v1.22.2  
edgeR v3.28.1  
Limma  
R v3.6.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data availability - All data relevant to this study are available from the authors at reasonable request. The RNAseq datasets that support the findings described here have been deposited at NCBI Gene Expression Omnibus (<https://www.ncbi.nlm.nih.gov/geo>) with the study accession code GSE168478. All source data are available as a Source Data file. The remaining data are available within the Article, Supplementary Information or available from the authors upon request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For all in vivo experiments, power analyses were carried out to determine cohort sizes based upon effect size and SD derived from unpublished experiments in similar GA models previously carried out within the lab, and from early pilot studies which were carried out within experimental and control cohorts. Power analyses were carried out using the G* power software package 3.1.9.4 (HHU Dusseldorf), typically defining alpha=0.05 and beta=0.2. Animal studies were also carried out respecting the limited use of animals in line with the 3R system: Replacement, Reduction, Refinement. For all other experiments, sample sizes were not statistically pre-determined, but were based upon results from prior experiments in these and related model systems. |
| Data exclusions | No data were excluded, unless mentioned otherwise.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Replication     | For all in vivo and ex vivo experiments carried out, individual animals of control and experimental cohorts are biologically unique - here replicate data represents analysis of data/samples from independent replicate animals and is denoted by "n". All experiments were repeated on at least three independent occasions using the same experimental approach, and all attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                          |
| Randomization   | To minimise genetic variability, all experimental and control animals were generated on inbred genetic backgrounds, or where that was not possible, were generated from individual breeding colonies. Where possible, control and experimental animals were co-housed independent of genotype and cohorts were comprised of a balance of both male and female animals. In order to reduce the impact of covariates such as gender or housing, animals were recruited to treatment groups in a partially randomised manner while taking these factors into account.                                                                                                                                                                                                            |
| Blinding        | For animal welfare reasons, researchers were not blinded to genotype during study and data collection. The investigator(s) were blinded to genotype or treatment during data analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies, along with their catalog numbers are included within the manuscript -<br>Cytokeratin-7 (Abcam, ab9021)<br>Cleaved-Caspase-3 (CST, #9661)<br>BrdU (BD Biosciences, #347580)<br>RFP (CST, #2555)<br>$\beta$ -catenin (BD Biosciences, #610154)<br>SCA1/LY6A (R&D Biosystems, #177228)<br>YAP (CST, #4912)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Validation      | Antibodies, along with their catalog numbers are included within the manuscript -<br>1. Cytokeratin-7 (Abcam, ab9021); validated by immunohistochemistry (including mouse). Species reactivity: Human, Pig<br>2. Cleaved-Caspase-3 (CST, #9661); validated by western blot, immunoprecipitation, immunohistochemistry, immunofluorescence and flow cytometry. Species reactivity: Human, Mouse, Rat, Monkey<br>3. BrdU (BD Biosciences #347580, 1/200 dilution); validated by flow cytometry. Species Reactivity: Mouse<br>4. RFP (CST, #2555); validated by western blotting and immunohistochemistry. Species Reactivity: NA - exogenous expression only<br>5. $\beta$ -catenin (BD Biosciences, #610154); validated by western blot, immunofluorescence, immunohistochemistry and immunoprecipitation. Species reactivity: Human, Mouse, Rat, Dog, Chicken<br>6. SCA1/LY6A (R&D Biosystems, #177228); validated by ELISA, immunocytochemistry and flow cytometry. Species Reactivity: Mouse<br>7. YAP (CST, #4912); validated by western blot and immunoprecipitation. Species Reactivity: Human, Rat, Mouse, Monkey |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                               |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | 3D organoid lines from mouse intestinal crypts were derived at the Cancer Research UK Beatson Institute                       |
| Authentication                                                       | Organoid lines were authenticated by PCR genotyping                                                                           |
| Mycoplasma contamination                                             | All cell lines are routinely tested for mycoplasma and it is considered that the lines used in the study are mycoplasma free. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used in the study                                                                        |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Adult male and female genetically engineered mice of a C57BL/6J background were used in this study. Animals entered study at between 6-12 weeks of age, and only once they had reached a minimum body weight of 20g. Mice were assessed for symptoms of ill health at least 3 times per week, and humanely culled at upon reaching a clinical endpoint in line with UK Home Office regulations. Animals were housed in conventional caging, with environmental enrichment on a 12 hour light-dark cycle in a temperature and humidity controlled environment, with access to food and water ad libitum. |
| Wild animals            | No wild animals were used in the study                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Ethics oversight        | All animal experiments were performed in accordance with UK Home Office regulations (Project licence 70/8646), with adherence to the ARRIVE guidelines, and were reviewed and approved by the Animal Welfare and Ethical Review Board (AWERB) of the University of Glasgow.                                                                                                                                                                                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

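The data are RNA-seq counts of 53 mouse libraries in 11 groups, made from whole tissue of the proximal colon or small intestine. The authors sequenced paired reads of 36 bases on an Illumina NextSeq 500, trimmed them with Trim Galore, aligned them to GRCm38 with HISAT2, counted them on genes with FeatureCounts and deposited these raw counts, without normalisation, as 1 table. The strand setting and the treatment of reads that fit several places are not named in the paper's text. The table holds 55421 Ensembl gene identifiers, of which 55154 have a symbol in GENCODE M21 and 267 have none. No column of the table was left out, and 0 columns belong to other samples. Libraries were grouped by genotype, tissue, treatment and day as given in their labels. The replicate numbers used for pairing are those in the labels, and equal numbers stand for different mice. The paper gives a C57BL/6J background for all mice and used males and females, and neither it nor the labels name a sequencing batch or the sex of single libraries.

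Each of 9 comparisons was fitted alone with the quasi-likelihood test of edgeR 4.0.16, after filterByExpr and TMM scaling, and p-values were adjusted over the genes tested by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors of a log2 fold change are those of the edgeR fit. All tests are two-sided. The signatures were selected with the thresholds of the paper's methods, an absolute log2 fold change over 2 and an unadjusted p under 1e-05, without the filters on epithelial genes and human data. Differences between the effects of 2 comparisons were tested with an interaction term in edgeR, and for list scores by permuting genotype labels within each comparison. Scores are the mean over a gene list of log2 CPM with a prior count of 2, compared by exact permutation tests, or with 100000 resamples where a group has at least 10 mice. Enrichment was tested with fgsea 1.28.0 with 10000 gene permutations and a weight of 1, on genes ranked by the signed root of the quasi-likelihood F. CPM called normalised and list scores use TMM factors of the libraries compared. Other CPM of single libraries, and their group means, use TMM factors over all 53 libraries. Floors are scaled by the library total alone. R 4.3.3, Python 3.11.15 and pandas 2.3.3 were used.

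The foetal list holds the 11 genes of the paper's foetal heatmaps, which the paper selected from foetal genes that differ between BA tumours and WT proximal colon, the Wnt list the genes of its Wnt-target heatmap, and the WA list the 8 genes of its WA signature. The stem cell (18 genes), YAP (22), inflammatory (26), muscle (8), epithelial, stromal and immune lists (10 each) were drawn up for this work, because the paper's full sets are not used here, and a list of 14 neutrophil genes was added later, before its own test. An NES given here is therefore not the same measure as an NES in the paper's figures. Every gene of the foetal, WA, paper-named and targeted lists could be named. From each other list the genes with the largest and smallest log2 fold change in a comparison and up to 5 more could be named, and in each comparison the 3 higher and 3 lower genes with the largest log2 fold change among those with an adjusted p under 0.05, an average log2 CPM of at least 3 and no overlap between groups. The result of 1 gene covered by this rule is not reported here. Genes outside this rule were chosen after their values were seen, which holds for Ly6g outside its top ranks, Gapdh, Ddx3y, Xist and Gm13394 outside its top ranks.

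Totals ran from 516985 to 32824795 reads on genes per library. The floor given for a group is 3 counts at its median total. Floors cover counting error only and not the spread between mice. Shared sequence was measured as the percent of 36-base words of a gene's exons that occur in other genes. Alternatives were RLE scaling, the DESeq2 1.42.0 Wald test, the edgeR likelihood ratio test, limma 3.58.1 with voom, no low-count filter, the replicate number as a block, all 5 day-30 groups in 1 fit, other scores (median over genes, a prior count of 0.5, all list genes with at least 1 read), other rankings and weights of the enrichment test, and each library left out in turn. A term for Gm13394 reads and a term for Y-linked reads were added after the data were seen.

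The calling was tested on simulated data with 200 genes changed by a log2 of 2 in groups of the same sizes. The quasi-likelihood test called 77% to 98.5% of the changed genes, and 2.02% to 7.55% of its calls were unchanged genes. Smaller changes, and data where a large share of genes change, were not simulated, so these rates do not carry over to them. In d30 BA tissue, for example, 9634 of 17471 genes were called, with a median absolute log2 fold change of 0.66. Values far from the rest of a group were first searched for in all foetal and paper-named genes in every group, where 31 of 251 groups held one, and the search was then limited, after that count was seen, to genes named in the text in their own comparisons, where 18 of 206 did.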

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

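Tests of the epithelial share in the 3 foetal results, of the A sulindac result without the drug, of the epithelial share in d30 BA tissue, of library totals as a term in the model, of the sex of the mice for the foetal score and of the female and male mixtures were chosen after the results were seen. All lists other than the neutrophil genes, all comparisons and all alternatives other than the terms for Gm13394 and Y-linked reads were fixed before the data were examined.

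In A mice without sulindac, whose RNA-seq the paper does not report, the foetal score was 0.46 above that of WT mice on d30 (exact permutation p = 0.0286, the smallest the design allows), with 0 of 10 genes called over all genes and 6 higher over the list alone. After subtracting the epithelial score the difference was 0.337 (exact permutation p = 0.114), so a larger share of epithelium in the samples may account for part of it. Removing the trend with GC content and gene length left 0.398 of 0.472, so these do not account for it. Thinning every library to 14816807 reads left 0.461 (exact permutation p = 0.0286), but thinning hardly moves genes with many reads and so decides little. With the log2 total as a term in the model the difference was 0.157, and the totals of A mice (14816807 to 17929964) all lay under those of WT mice (18411237 to 21249146), so library depth may account for part of it. Between WT small intestine libraries of day 4 with and without Gm13394 reads the foetal score differed by 0.242 (exact permutation p = 0.2, where 3 against 3 allow no p below 0.1), so the result cannot be told apart from strain background.

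In sulindac-treated A mice, where the foetal score was 0.64 above WT, the difference less the epithelial score was 0.498 (exact permutation p = 0.0857), after thinning to 15520620 reads it was 0.635, with the log2 total as a term it was 0.653, and less the GC and length trend the mean log2 fold change was 0.678 of 0.731. Differences in totals, GC content and gene length therefore do not account for it, while a larger share of epithelium may account for part of it. Against A mice without the drug the difference was 0.184 (exact permutation p = 0.4), so an effect of sulindac cannot be separated from genotype, and the 0.242 between WT libraries leaves strain background open here too.

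Apcfl/+ tumours, for which the paper reports no foetal score, were 2.746 above WT small intestine (exact permutation p = 0.0357, the smallest the design allows), with all 5 tumours above all 3 WT mice. The difference was 2.374 less the epithelial score (exact permutation p = 0.0357) and 2.86 with the log2 total as a term, so neither a larger share of epithelium nor differences in totals account for it. Thinning to 18356939 reads left 2.713. The trend with GC content and length holds little of it, as the mean log2 fold change was 2.912 less that trend and 2.856 with it. In the day-4 libraries the score was 0.242 higher with Gm13394 reads than without (exact permutation p = 0.2). Gm13394 was over 10 CPM in 3 of 3 WT and 0 of 5 tumours here. That difference is small beside 2.746, but its direction is not established, so strain background is not excluded. Ddx3y was over 10 CPM in 3 of 3 WT and 1 of 5 tumours, and 9 of 10 stromal markers were higher in the tumours at an adjusted p under 0.05. Sex and stromal cells were not tested as explanations and stay open.

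In d30 BA tissue the epithelial score, taken here as a measure of the share of epithelium, was 0.926 above that of WT mice (exact permutation p = 0.0159). Less the epithelial score, the foetal difference was 1.663 (exact permutation p = 0.0159), so a larger share of epithelium does not account for all of the rise in the foetal score. The YAP difference became -0.703 (exact permutation p = 0.0159), so a larger share of epithelium may account for the rise of the YAP score there. The stem cell score fell while the epithelial score rose, so a smaller share of epithelium does not account for that fall.

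Relative to WT, the inflammatory score changed by 2.592 in BA tumours (25 genes) and by -0.396 in d30 BA tissue (15 genes). These differ by 2.988 (permutation p = 0.0172 over 4410 arrangements, adjusted p = 0.116 over 10 differences), part of which may come from genes absent from the d30 score. Less the immune score the difference was 1.16 with a permutation p of 0.105, so immune cells in the tumours may account for it. The 1 tumour without Y-linked reads was 1.475 above the highest WT mouse, which likewise has none, in the inflammatory score and 1.055 above in the foetal score. For the other 3 tumours, sex cannot be told apart from genotype.

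The stem cell and Wnt scores rose less in BA than in Apcfl/+ tumours, by -0.842 (permutation p = 0.0347) and -0.975 (permutation p = 0.0316), each with an adjusted p of 0.116. Since 0 of the Apcfl/+ tumours come from the proximal colon, genotype cannot be told apart from tissue of origin. By interaction terms, 3371 genes differed between the BA effects at endpoint and d30 and 8596 between the tumour effects in BA and Apcfl/+ mice. Of 64 splits of the endpoint and d30 libraries, 2 gave at least 3371 genes, the real one included, with 5838 in the other. Of 64 splits for BA against Apcfl/+ tumours, 1 gave as many as 8596, the real one, and the largest of the others gave 7759. Tissue of origin limits the second of these counts alone, and the sex of the tumours limits both.

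Some libraries lay far from the rest of their group. Totals were 15520620 reads in A sulindac replicate 3 (others 18640191 to 19267386) and 21249146 in WT d30 replicate 3 (others 18411237 to 18822229), and the YAP score was 4.424 in WT d30 replicate 1 (others 4.73 to 4.746). In log2 CPM, Styk1 was 5.831 in A d30 replicate 2, Axin2 8.212 and Clu 8.826 in Apcfl/+ tumour replicate 2, Apc 5.209 in Apcfl/fl replicate 8 and Gulo 5.805 in Apcfl/fl replicate 10. In BA mice given antibiotics Anxa1 was 9.222 in replicate 3 and Ly6a 8.664 in replicate 4. Ly6d was 5.242 in BA d30 replicate 2, Axin2 5.223 in BA tumour replicate 2, Ddx3y -2.089 in BA tumour replicate 1 and F3 8.596 in BA tumour replicate 4. Gapdh was 7.18 in WT d30 replicate 2, Ces2a 6.995 and Cyp2b10 6.216 in WT small intestine day 4 replicate 5, and Ly6a 4.619 in WT small intestine day 4 replicate 4. These are 18 values in 16 libraries, 8.74% of 206 groups searched where chance gives 5%, and 12.4% of 251 in the wider search, so more were found than chance gives. Of the 16 libraries, 7 have the lowest or highest total of their group, so an extreme total is not common to all of them. Whether depth accounts for some of these values is not decided, since the 7 were not compared with chance. In A sulindac replicate 3 and WT d30 replicate 3 the outlying value is the total itself. The Ddx3y value belongs to the BA tumour without Y-linked reads, which held Xist at 1425 CPM, so the sex of the mouse accounts for it. No biological explanation was tested for the other values.

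Apcfl/fl replicate 5 held Xist at 89.7% of the level of female libraries and Y-linked reads at 15.7% of that of male libraries, a sum of 1.05. A mixture of RNA from a female and a male mouse is a candidate explanation, and rests on the presence of both kinds of reads. The sum speaks only against 1 animal with full levels of both, for which it would be over 1.5, since an unmixed library also sums to about 1. In BA tumour replicate 2 the shares were 3.36% and 63.8%, with a sum of 0.672, so a mixture is possible there too and was not tested further. The amount of RNA of each animal was not measured, and no biological explanation was tested.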

How the results depend on the processing

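The terms for Gm13394 and Y-linked reads were added, and their tests chosen, after the results were seen. Among the 46 results that answer a comparison, 26 kept their direction and side of the threshold, their value within the SD between mice where no test could pass, or their count within 1.5 times, under every alternative run, and 20 did not, with 13 values weaker, 7 stronger, 3 reversed and 36 moved counts or values, against 418 the same. Where groups are too small for an exact permutation p under 0.05, a score counted as kept when it moved by less than the SD between mice. This holds for all scores in BA tumours, and with a library left out for the foetal score in A and sulindac-treated A mice (exact permutation p = 0.0571 in all 8 fits of each) and the Wnt score in Apcfl/+ tumours (0.0571 to 0.0952 in 8), so for these nothing is shown about the side of the threshold. Of 139 results for single genes, 107 kept theirs and 32 did not, with 89 values weaker, 11 stronger and 2 reversed. For none of the changes below does a value show the cause, so the cause was not tested. Counts of genes in BA d30 tissue, Apcfl/fl mice and Apcfl/+ tumours stayed within 1.5 times under all alternatives run. No scaling moved the median of all genes by more than 0.1.

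With the replicate block, in which same-numbered libraries are paired, the number of genes was 1080 in BA tumours against WT (1007 shared), 1292 with antibiotics (1210 shared), 2 in sulindac-treated A against WT and 2 against A mice, 193 in the BA signature (182 shared), and 1572 and 2762 for the interactions of endpoint with d30 and of BA with Apcfl/+ tumours. Correlations between same-numbered libraries were -0.078, 0.042, -0.077, 0.098, -0.012, 0.028 and 0.036 for BA tumour, BA d30, antibiotics, A, antibiotics against WT, Apcfl/fl and Apcfl/+ comparisons.

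All 5 day-30 groups in one fit gave 1074 genes with antibiotics and 29 in sulindac-treated A against WT. The DESeq2 Wald test gave 108 genes in sulindac-treated A against WT, 132 in A against WT and 7 in sulindac-treated against untreated A mice. With no low-count filter these 3 were 24, 72 and 1, and the BA signature held 560 genes. The BA signature held 507 genes with the likelihood ratio test, 591 with an adjusted p under 0.05 at the same fold change and 220 without the batch term, and the WA signature 560 with the adjusted p. On simulated data, 12.1% to 23.5% of the calls of the DESeq2 test and 7.98% to 20.6% of those of the likelihood ratio test were unchanged genes.

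The term for Y-linked reads gave 135 genes in BA tumours (129 shared) and leaves in effect 1 tumour against 3 WT mice. The term for Gm13394 reads gave 344 WA genes (304 shared) and 9582 genes in Apcfl/fl against WT (9162 shared).

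With the median over genes, the foetal difference was 1.441 in BA tumours, -0.285 with antibiotics (exact permutation p = 0.00794) and 0.332 in sulindac-treated A mice (p = 0.0571), and the stem cell difference was 0.475 in BA tumours. The stem cell difference in d30 BA tissue reversed to 0.391 (p = 0.0159) and the YAP difference to -0.182 (p = 0.0952). With RLE scaling the stem cell difference was -0.204 (p = 0.0794). In enrichment tests without weights, the stem cell NES in d30 BA tissue was -2.013, the YAP NES 0.933 and the foetal NES with antibiotics -1.998. Ranked by log2 fold change and by the DESeq2 statistic, the YAP NES in d30 BA tissue was 1.476 and 1.444, and the inflammatory NES with antibiotics reversed to 1.103 by the latter.

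With each library left out in turn, counts ran from 696 to 3641 genes in BA tumours over 7 fits, from 1300 to 2683 with antibiotics over 10, from 4 to 18 in sulindac-treated A and from 15 to 28 in A mice against WT over 8 each, and from 2225 to 5051 for the interaction of endpoint with d30 over 16. Differences ran from -0.219 to -0.135 for the foetal score with antibiotics, from -0.286 to -0.159 for the stem cell score and from 0.173 to 0.296 for the YAP score in d30 BA tissue, and from -0.800 (exact permutation p = 0.0476, without antibiotics replicate 3) to -0.272 for the inflammatory score with antibiotics. The log2 fold change of Clu in d30 BA tissue was 0.164 and ran from -0.104 to 0.399, negative without BA d30 replicate 1 or 3. The stem cell difference, near 0 with all libraries, crossed 0 in BA tumours (-0.085 to 0.176) and in sulindac-treated A mice (-0.052 to 0.114).

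Splits of the libraries into groups of the same sizes that part as many same-numbered pairs gave a count of genes as large as the real one in 1 of 8 cases for BA tumours, Apcfl/+ tumours, A and sulindac-treated A mice against WT, in 8 of 8 for sulindac-treated against untreated A mice, in 1 of 16 for BA d30 tissue and for antibiotics against BA and WT mice, and in 1 of 64 for Apcfl/fl mice and for the BA and WA signatures. The real split is included, and with 8 or 16 splits no share under 0.05 is possible (smallest 0.125 and 0.0625). Enrichment as strong was found for the foetal list in 1 of 8 splits for BA tumours and A mice, 2 of 8 for sulindac-treated A mice, 1 of 16 for BA d30 tissue, 3 of 16 for antibiotics and 1 of 16 for antibiotics against WT. It was found for the stem cell list in 1 of 8, 7 of 16 and 8 of 8 splits for BA tumours, BA d30 tissue and sulindac-treated A mice, for the Wnt list in 3 of 8 for BA and 1 of 8 for Apcfl/+ tumours, for the YAP list in 1 of 8 and 2 of 16 for BA tumours and d30 tissue, and for the inflammatory list in 2 of 8 for BA tumours and 16 of 16 for antibiotics. Other splits, which part another number of same-numbered pairs, gave up to 5400 genes in BA d30 tissue, where 9634 were called, and 425 in A mice, where 25 were called.

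Depth limits results for Apcfl/fl replicate 1, with 516985 reads on genes, where 3 counts are a higher floor than in the other libraries.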

Differences from the paper's values

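The mean Z-score of the foetal heatmap genes in d30 BA tissue was 0.5518 here and 0.7167 in the paper's source data. Of the alternatives set before the data were examined, log2 CPM (0.5684) and the size factors of DESeq2 (0.552) leave nearly the same gap, though one within the SD between mice (0.151 and 0.165), as the gap of 0.5518 (SD 0.162) is not. Standardisation over all 5 day-30 groups came closest to the paper, at 0.686 in BA and -0.634 in WT mice, where the paper has -0.647 for WT. No other alternative was set for this value.

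The paper describes lower Anxa1 with antibiotics in whole tissue, from qRT-PCR relative to Gapdh (n = 4 mice per treatment), and also in the epithelium. The RNA-seq used here (n = 5 per treatment) is another assay, and in whole tissue it does not separate the epithelium. In RNA-seq the log2 fold change of Anxa1 was 0.41 (adjusted p = 0.0347, between 0.00717 and 0.269 over the alternatives). No setting run gave a lower Anxa1, and its log2 fold change stayed between 0.34 and 0.48 with each library left out.

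The paper describes a negative enrichment of the stem cell signature in sulindac-treated A mice. With the stem cell list used here the NES was 0.580, between 0.668 and 0.953 over the alternatives, and the score difference was 0.02, or from -0.052 to 0.114 with each library left out. The paper describes lower inflammatory and immune pathways with antibiotics. The inflammatory list had an NES of -0.794 (gene permutation p = 0.737), and 0 of 14 tested genes were called, with the lowest NES over the alternatives at -1.43. The score difference was -0.41 (exact permutation p = 0.405), and without the antibiotics library of replicate 3 it was -0.80 (exact permutation p = 0.0476).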

Other observations

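Tests of the chromosome 6 region, of the sum of Gapdh and Gm13394 counts, of shared words and strain for Ly6g and of stromal cells and library totals with antibiotics were chosen after the results were seen.

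Of the 25 genes called between A and WT mice on d30, 17 lie on chromosome 6 and 16 within a 15 Mb window, with starts from 124624625 to 137252319. No draw of as many tested genes out of 10000 had as many in 1 window (p = 1e-04, the smallest such draws can give), the most being 7. A region inherited from another strain is a candidate explanation. Among 18 of these genes tested in WT small intestine of day 4, 16 changed in the same direction between the 3 libraries with and the 3 without Gm13394 reads, and all 11 of the window did, so loss of Tgfbr1 is not needed for these differences. Gapdh, at 125161715 on chromosome 6, was at 23.7 normalised CPM in A mice and 124 in WT mice, a log2 fold change of -2.39 (adjusted p = 0.00037), while Gm13394, which shares 96.5% of its words with other genes, most with Gapdh, rose by 7.56. The sum of both genes had a log2 fold change of 0.236 (adjusted p = 0.54, standard error 0.128), so reads of a Gapdh variant placed on Gm13394 may account for both changes. In BA d30 tissue Gapdh had a log2 fold change of -0.67 and the sum 1.04 (adjusted p = 8.4e-06). The paper's qRT-PCR values are relative to Gapdh, and qRT-PCR was not analysed here.

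Ly6g was at 399 normalised CPM in d30 BA mice and 0.219 in WT mice, a log2 fold change of 10.77. Of 14 other neutrophil genes 13 were tested, and their score rose by 0.1 (exact permutation p = 0.619). More neutrophils alone therefore do not account for a rise as large as that of Ly6g. This does not show that neutrophils were absent or unchanged, and the paper describes their infiltration in the proximal colon of BA mice from tissue sections. Ly6g shares 6.512% of its words with other genes, most with Ly6i. Its mean was 0.306 CPM in A mice, which carry Gm13394 reads as BA mice do. Neither shared reads nor the background that Gm13394 reads mark therefore accounts for the rise alone. Expression of Ly6g in another cell type of BA tissue is a hypothesis that these data do not test further.

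With antibiotics, Anxa1 and Anxa8 were higher while most foetal genes were lower. The stromal score rose by 0.53 (exact permutation p = 0.183) and did not pass the threshold set for this test, but stromal genes were enriched with antibiotics (NES 1.90, gene permutation p = 0.00204), so stromal cells are not excluded for Anxa1, where the groups overlap. For Anxa8 they do not account for the rise alone, since all 5 mice given antibiotics had more Anxa8 than any mouse without, while the lowest stromal score among them, 5.926, was under the 5.981 to 6.303 of mice without. After thinning to 13266218 reads the log2 fold changes were 0.405 (adjusted p = 0.0373, between 0.00717 and 0.269 over the alternatives without thinning) and 2.409, but thinning hardly moves genes with this many reads. With the log2 total as a term in the model they were 0.413 (adjusted p = 0.0544) and 2.425 (adjusted p = 0.00137), and less the GC and length trend 0.37 and 2.37. Differences in totals, GC content and length therefore do not account for the rise of Anxa8. For Anxa1 the size of the rise stayed similar, but with the total as a term it no longer passed the threshold. An effect of antibiotics on Anxa8 remains a hypothesis.

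Gm13394 was over 10 CPM in all A, A sulindac, BA d30 and BA antibiotics libraries, in 3 of 4 BA tumours, 3 of 3 WT small intestines, 6 of 10 Apcfl/fl and 3 of 6 WT small intestine day 4 libraries, and in 0 of 4 WT d30, 0 of 3 WT proximal colon and 0 of 5 Apcfl/+ libraries. In sulindac-treated A replicate 1, Anxa1 was at 187 CPM, Gapdh at 82.3 CPM and Ly6g at 13.2 CPM.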
